# Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig

**DOI:** 10.3390/cimb47010013

**Published:** 2024-12-30

**Authors:** Peidong Yang, Tingting Luo, Shuqi Yang, Anjing Zhang, Yuan Tang, Li Chen, Jinyong Wang, Yongju Zhao, Zhining Zhong, Xuemin Li, Ziyin Han, Yupei Zhang, Yue Tang, Jideng Ma, Long Jin, Keren Long, Mingzhou Li, Lu Lu

**Keywords:** pig, olfactory receptors, androstenone, transcriptome, OR7D4

## Abstract

Olfactory receptors (ORs) are members of the transmembrane G protein-coupled receptor superfamily, playing a crucial role in odor recognition, which further mediates crucial biological processes in mammals. In sows, androstenone can trigger sexual behaviors through olfaction, but the underlying mechanism remains to be explored. To efficiently and accurately screen pig olfactory receptors responding to androstenone and the key structure determinant, we adapted the high-throughput RNA-seq strategy to screen the altered genes upon androstenone treatment in the olfactory epithelium of pigs, yielding 1397 downregulated genes. Of which, 15 OR genes and 49 OR-like genes were candidate androstenone-responsive genes, and 5 ORs (OR2D2, OR8D1, OR8D2, OR10Z1 and OR7D4) were proven as responsible for androstenone-mediated olfaction in vitro. Among the five ORs, pig OR7D4 has the highest level of androstenone response. To further find the structural determinant, we performed ligand-binding cavity analysis on pig OR7D4 with androstenone, predicted seven potential structural sites and further confirmed that F178 and T203 are the key sites for recognizing androstenone. Nevertheless, the natural non-synonymous mutation M133V (rs696400829) of pig OR7D4 was proven to significantly impair the respondence to androstenone. This is the first time the ORs responding to androstenone in pigs and the key structural determinant of pig OR7D4 were identified, which highlights the significance of investigating the role of OR7D4 in pig reproduction performance in the future.

## 1. Introduction

Olfaction mediates vast behaviors that are crucial for animals’ survival, such as hunting, sexual behavior (sexual exploration, mating, etc.) and maternal behavior (identification of offspring) [1,2]. Mammalian olfaction greatly relies on a large pool of olfactory receptors (ORs), mediating the conversion of chemical signals into nerve impulses [3,4]. ORs are seven-helix transmembrane proteins located in the olfactory epithelium (OE) as members of the G protein-coupled receptors (GPCRs) superfamily [5]. Upon odor molecules specifically binding to the corresponding ORs, the resulting electronic signals are transmitted via axons to the olfactory bulb (OB) for further integration and then transmitted to the olfactory cortex (OC) and other higher brain structures, resulting in the sense of smell [4].

One olfactory receptor neuron (ORN) expresses only one OR gene in a pair of homologous chromosomes, and each odor can be recognized by varieties of ORs [6,7,8,9,10]. Mammals carry a large number of OR genes, forming diverse receptor combinatorial codes to ensure their odor perception ability. OR de-orphanization is the first step to research OR-mediated olfactory information transduction [11]. Early de-orphanization efforts on ORs were mainly achieved by detecting the response of isolated ORNs to specific odors [12]. However, such solution is characterized by low throughput, which is not applicable to large-scale OR de-orphanization. To address this problem, some studies have been devoted to the establishment of OR heterologous cell expression to achieve large-scale OR de-orphanization. There is a key constraint for constructing heterologous cells that stably express OR: after the integration of OR gene-containing plasmid in heterologous cells, the OR protein will be generated and folded in the endoplasmic reticulum and further modified in the Golgi apparatus before reaching the cell membrane for functional expression. However, the heterogeneous expression of OR tends to be retained in the endoplasmic reticulum during transporting and ultimately degraded due to reasons such as the insufficient folding ability of OR in heterologous cells [13]. Zhuang et al. [14] (2007) circumvented this problem in an ingenious way and established a HEK293-derived cell line, Hana3A, for the stable heterologous expression of OR.

Heterologous expression of OR accelerates the de-orphanization of this protein family. However, ORs responding to specific odor in vitro may not respond to the same agonist in vivo [15]. To address this issue, several studies have attempted to validate the responses of ORs to ligands using approaches that combine in vivo assays and heterologous expression. For example, Jiang et al. [16] (2015) isolated ORNs activated by odor after stimulation in vivo, invoked the transcriptome data to screen for ORs potentially responsive to a specific agonist and validated this in vitro. Von et al. [17] (2015) found that the expression of ORs responding to a specific agonist was significantly downregulated after stimulation with an agonist.

As an important domestic animal, only a few studies have been focused on the field of olfaction in domestic pigs (*Sus scrofa*). Pigs have a well-developed sense of smell, which is partially owed to their great number of ORs. Of which, only 11% are pseudogenes, the lowest proportion of any known species [5]. Androstenone, known as the first pheromone found in pigs, was first identified in boars’ saliva [18]. As a steroidal substance secreted by the testicular tissue of post-pubertal boars, androstenone is usually released into the blood and accumulates in the salivary glands of boars [19]. The salivary glands of boars contain large amounts of androstenone, which is released in large quantities into the saliva after dissociation from specific binding proteins. When a boar is in estrus, significantly aggressive and sexually impulsive, it chews its teeth vigorously, resulting in the formation of large quantities of frothy saliva in the oral cavity [20]. Androstenone in saliva is uniquely attractive to sows in estrus. Upon sensing androstenone, sows will actively arch their backs in a ready-to-mate position [21]. This property of androstenone makes it the main active ingredient in the artificial insemination product “Boarmate”, which is widely used to check the state of sexual receptivity of sows in estrus in order to confirm the right time for artificial insemination. More recently, androstenone has also been used in the estrous induction of sows [22]. However, the mechanism by how androstenone is recognized in pigs is not clear. To efficiently and accurately screen pig olfactory receptors responding to androstenone, we hypothesized that the expression of androstenone ORs in pig OEs would undergo significant downregulation after androstenone stimulation. Here, we combined RNA sequencing (RNA-seq) with a heterogenous expression system to identify the ORs responding to androstenone in pigs. Nevertheless, to find the key structure determinant, the key amino acids and natural single-nucleotide polymorphisms (SNPs) affecting the responding activity of the ORs to androstenone were also verified. The results of this study establish a theoretical basis for subsequent studies aiming to correlate ORs with pigs’ reproductive performance.

## 2. Materials and Methods

### 2.1. Animal Experiment

All animals were treated humanely during husbandry and sampling, and the animal care and experiment were approved with permission (Permission number: 20230089) by the Experimental Animal Ethics Committee of Sichuan Agricultural University. The sows were the offspring of Landrace (♂) and Rongchang pigs (♀), aged 8 months, kept at the Academy of Animal Husbandry, Chongqing, China. All sows were in estrus and in good health. Four sows were randomly divided into the androstenone treatment group and control group, with two in each group. In the androstenone treatment group, the Boarmate (KERBL, Buchbach, Germany, 4505675) gifted from the Chongqing Academy of Animal Science was sprayed on the nasal cavity before slaughter, while the control group received no solution treatment before slaughter. After 30 min, the sows were sacrificed, and OEs from the left and right side were collected from each sow. The samples were snap-frozen in liquid nitrogen before being stored at −80 °C. All animals were treated humanely during husbandry and sampling.

### 2.2. RNA-Seq

RNA was extracted using Trizol (Invitrogen, Carlsbad, CA, USA, 15596018), according to the manufacturer’s instructions, and tested for concentration and purity using a NanoDrop 2000 (Thermo Fisher, Waltman, MA, USA) and bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). RNA that passed the assay (1.8 ≤ OD260/OD280 ≤ 2.0, RIN ≥ 8) were used for high-throughput sequencing library construction.

RNA-seq libraries were prepared following the NEBNext^®^ Ultra^TM^ RNA Library Prep Kit (New England Biolands, Lpswich, MA, USA, 7530). The paired-end RNA-seq libraries were further sequenced by the DNBSEQ-T7 platform, sequencing data volume 10 Gb, producing an average of 246 million 150 bp paired-end raw reads (Novogene, Tianjin, China). We applied fastp v.0.23.1 for base quality filtering of raw data to obtain clean data [23]. We downloaded pig genome (Sus_scrofa.Sscrofa11.1.cdna.all.fa) and annotation files (Sus_scrofa.Sscrofa11.1.108.gtf) via Ensembl (https://asia.ensembl.org, accessed on 17 February 2023) and performed read alignment and quantification on clean data using Kallisto v.0.48.0 [24]. The differentially expressed genes (DEGs) were identified by edgeR [25], setting *p* < 0.05 and |log2fold change| ≥ 1 as the cutoff. We performed the Gene Ontology biological process and KEGG pathway enrichment analysis by R package clusterProfiler v.4.12.2. The RNA-seq data were submitted to the Gene Expression Omnibus (GEO) database: GSE279037.

### 2.3. Cloning of Olfactory Receptors

We utilized the HiScript III 1st Strand cDNA Synthesis Kit (Vazyme, Nanjing, China, R312-01) to generate cDNA, referring to its instructions. The primers used for fragment amplification were designed using Primer 5 (Table S1), and the CDS regions corresponding to the ORs were amplified using 2 × Phanta^®^ Max Master Mix (Vazyme, Nanjing, China, R312-01). RHO- pCI, pCRE-Luc, pSV40-RL, RTP1S and M3 were generously gifted from Prof. Zhuang Hanyi (Shanghai Jiao Tong University School of Medicine). We inserted the CDS regions into the RHO-pCI plasmid. Briefly, we used restriction endonucleases NotI (New England Biolands, Lpswich, MA, USA, R0189V) and MluI (New England Biolands, Lpswich, MA, USA, R0198V) to cleave the RHO-pCI plasmid and the CDS regions of the ORs, respectively. We used T4 DNA Ligase (New England Biolands, Lpswich, MA, USA, M0202V) for ligation. The ligated product was transformed into *E. coli* (Tsingke Biotech, Beijing, China, TSC-C01). After 24 h of incubation at 37 °C, a monoclone was selected for culture and sent to be sequenced (Tsingke Biotech, Beijing, China). In order to obtain the mutation plasmid, we used the Mut Express MultiS Fast Mutagenesis Kit V2 (Vazyme, Nanjing, China, C215) to perform point mutation in the CDS region of the ORs. The primers are shown in Table S2.

### 2.4. Cell Culture

Hana3A cells were gifted from Prof. Zhuang Hanyi (Shanghai Jiao Tong University School of Medicine) and were cultured in minimal essential medium (Gibco, Waltham, MA, USA, 11095080) containing 10% fetal bovine serum (Gibco, Waltham, MA, USA, 10091155) with the addition of a final concentration of 100 μg/mL of penicillin–streptomycin (Beyotime, Shanghai, China, C0222) and 1 μg/mL of puromycin (Solarbio, Beijing, China, P8230). Cells were inoculated at a density of 1 × 10^5^/mL in T25 culture flasks (NEST, Wuxi, China, 707003) and cultured at 37 °C, 5% CO_2_ and passaged every 2 days.

### 2.5. Transfection

Hana3A were plated in T25 culture flasks; after 2–3 passages, cells were seeded in 96-well plates at a density of 2 × 10^6^/mL. Plasmid transfection was performed after 24 h of incubation at 37 °C, 5% CO_2_ when the confluence was 50–70%. For 96-well plates, 0.5 μg of RHO-OR, 0.1 μg of pCRE-Luc, 0.1 μg of pSV40-RL, 0.1 μg of RTP1S and 0.05 μg of M3 were transfected per well [26]. Transfections were performed according to the instructions of Lipofectamine 3000 (Thermo Fisher, Waltman, MA, USA, L3000150). Briefly, the transfected plasmids were premixed with P3000 reagent and added to minimal essential medium for transfection. Subsequently, Lipofectamine 3000 was premixed with serum-reduced medium (Gibco, Waltman, MA, USA, 31985070). The mixture obtained from the two steps above was mixed, blown gently and incubated at room temperature for 10 min to obtain the transfection mixture. Then, 10 μL/well of the transfection mixture was added drop by drop per well, and the plate was gently panned to mix the mixture before being incubated at 37 °C with 5% CO_2_ for 24 h.

### 2.6. Stimulation and Measuring Activity of Olfactory Receptors

After 24 h of transfection, the 96-well plate was removed from the incubator, the medium was aspirated, and 50 μL of serum-reduced medium was added to each well and incubated for 30 min at 37 °C, 5% CO_2_ [27]. The androstenone reserve of 10 mM was sequentially diluted with serum-reduced medium into androstenone stimulation solution of 100 μM and 200 μM. Another set of serum-reduced medium without androstenone was used for the negative control group. The medium in the cell culture plate was aspirated, and 25 μL of stimulation solution was added to each well and incubated at 37 °C, 5% CO_2_ for 4 h. We evaluated the responsiveness of the ORs according to the instructions of the Dual-Glo^®^ Luciferase Assay System (Promega, Madison, WI, USA, E2920). The 96-well plate was removed from the incubator and equilibrated to room temperature. Then, 75 μL of firefly luciferase luminescence assay solution was added to each well, and the firefly luciferase luminescence values were measured on a Promega Luminescence Detector (Promega, Madison, WI, USA) after 10 min of incubation at room temperature. After, 75 μL of renilla luciferase luminescence assay solution was added to each well, and the renilla luciferase luminescence value was measured after incubation at room temperature for 10 min. The response of each OR to androstenone was normalized by calculating the ratio of the firefly luciferase luminescence value to the renilla luciferase luminescence value.

### 2.7. Protein Sequence Analysis

We used AlphaFold2 (https://alphafoldserver.com) to simulate the 3D structure of the ORs [28,29]. The androstenone molecular structure was obtained through PubChem (https://pubchem.ncbi.nlm.nih.gov). Then, we used ProteinPlus to predict the ligand-binding cavity of pig OR7D4 [30,31,32]. AutoDock Tools v.1.5.6 was used to generate pdbqt files, and molecular docking was implemented using AutoDock v.4.2.6. We made the molecular docking box cover the entire OR protein to ensure that all sites were involved in the simulated molecular docking. The number of dockings was set to 100. The results were visualized using Pymol v.2.5.0 [33,34].

The ligand-binding cavity of pig OR7D4 predicted was analyzed by calculating the Grantham distance [35] to screen relatively conserved residues. We used Clustalx v.2.1 to align the amino acid sequences of all annotated pig ORs, and the pairwise Grantham distances of each site in the ligand-binding cavity of pig OR7D4 across these ORs were calculated, and their mean was computed. The mean value of pairwise Grantham distances of ligand-binding cavity of pig OR7D4 in the five androstenone ORs was also calculated. If the mean value of the pairwise Grantham distance of a residue within the 5 androstenone ORs was significantly lower than the value within all the annotated pig ORs (*p* < 0.05), the residue was considered to be more conserved among the androstenone ORs.

### 2.8. Statistical Analysis

Data were shown as mean ± SEM using SPSS v.19.0 for statistics of variance. We calculated the different significance by *t*-test or Mann–Whitney test, *p* < 0.05 was considered a significant difference and *p* < 0.01 was considered highly significant.

## 3. Results

### 3.1. Transcriptomic Changes in Pigs’ Olfactory Epithelium Treated with Androstenone

To investigate the effect of androstenone on pigs’ OE, we sprayed Boarmate on sows’ nasal cavities, which mainly contains androstenone. 

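RNA-seq measured the transcripts of the olfactory epithelium (OE), the tissue of the nasal cavity that carries the olfactory sensory neurons. The 8 libraries came from 4 sows, 2 per group, with the left and the right OE of each sow as separate libraries, so that each group had 4 libraries. Which libraries came from the same sow is not given in the sources used here, so the libraries were treated as replicates although each group held only 2 animals. Boarmate is a commercial spray of the boar pheromone androstenone, and the control sows were not sprayed. The OE was collected 30 min after spraying. The authors quantified the cleaned reads with Kallisto 0.48.0, which assigns reads to transcripts without base-by-base alignment, on the Sscrofa11.1 transcripts of Ensembl release 108. They deposited an estimated count and a TPM value, which is scaled for transcript length and library total, for each of 22516 genes in each library. The estimated counts were rounded to whole numbers, genes with at least 1 count over the 8 libraries were kept, and the groups were compared with edgeR. The summed counts of the control libraries were 4178330, 81580146, 93081025 and 96797888. In the androstenone treatment group they were 97879961, 100685566, 86990729 and 90962274. Table S3 of the paper gives 258882102 clean reads for control 1, which is 108.9% of the median of the other 7 libraries. Its counts came to 1.61 per 100 clean reads, against 32.4 to 43.1 in the other 7 libraries. The reads were paired, and per 100 pairs of clean reads the counts came to 3.23 in control 1. In the other 7 libraries they came to 64.8 (control 2) to 86.3 (androstenone 1). All values below use the counts. A count of 0 in control 1 therefore allowed up to 0.718 CPM (from 3 counts in the library), and in the other libraries at most 0.0368 CPM. These limits and the sums over OR genes are CPM of the library total, while the CPM of single genes are of the library total scaled by its TMM factor. In control 4, the 10 genes with the most counts took 29.4% of all counts, against 6.57% to 9.02% in the other libraries, and its TMM factor, which corrects for such a shift, was 0.687. No pair of libraries had counts within sampling noise of each other. Counting limits cover counting error only, since reads copied by PCR are not independent molecules.

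**Figure D1:**
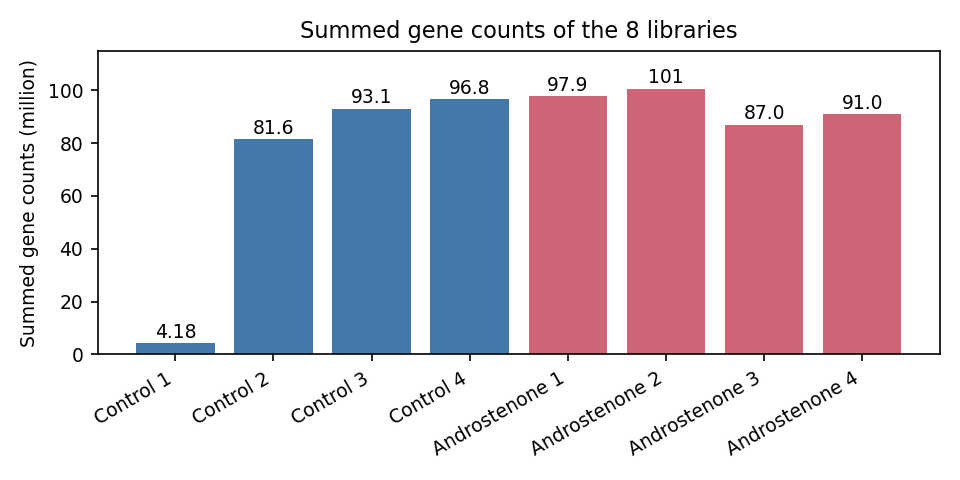
Summed gene counts of the 8 libraries on a linear axis, 1 bar per library, with control libraries in blue and androstenone libraries in red. Control 1 stands at 4178330 counts and the other 7 libraries between 81580146 and 100685566.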

After 30 min, the OE were collected and further applied for RNA-seq, yielding 294.78 Gb raw data from eight transcriptomic samples (Figure 1a, Table S3). The eight samples were well clustered into two groups, the control group and the androstenone treatment group (Figure 1b), indicating androstenone altered the global gene expression of pigs’ OE. 

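The paper shows the clustering as a tSNE plot (Figure 1b). Distances between the 8 libraries were measured here on log2 CPM (prior count 2) of 18347 genes that passed edgeR's filterByExpr. The division into control and androstenone treatment groups held 19.1% of the summed squared distances, and 6 of the 35 possible divisions of the libraries into 4 against 4 held as much or more (exact permutation test, p = 0.171). The share moved most without control 3, to 31.2%, with 3 of 35 divisions as large (exact permutation test, p = 0.0857). With the 500 most variable genes it was 22.4%. The difference between the groups was thus not larger than the spread between the libraries by this test. The largest share, 36.0%, came from the division that placed control 1, control 3, androstenone 1 and androstenone 2 on the same side. The first principal component held 47.8% of the variance and the second 19.9%. On the first component, androstenone 1, androstenone 2 and control 3 lay at 81.9, 104.8 and 77.2. Androstenone 3 and androstenone 4 lay at -32.0 and -38.8, on the side of the other control libraries, which lay between -82.0 and -34.6.

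**Figure D2:**
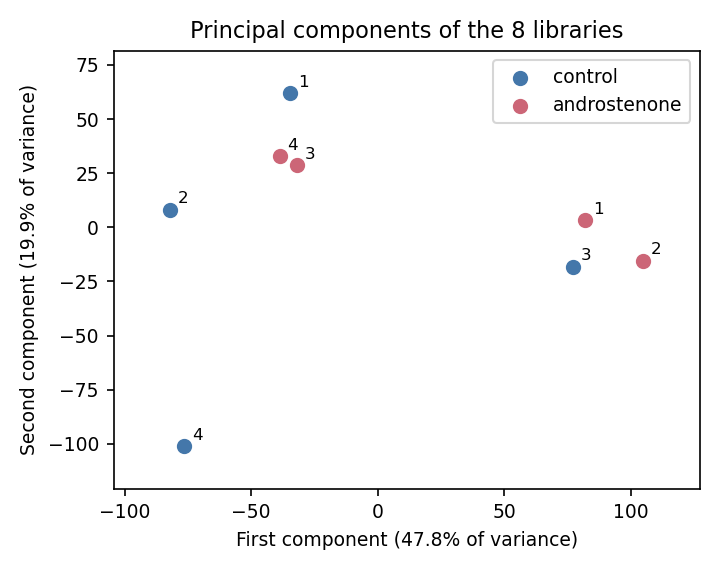
First and second principal components of the 8 libraries from log2 CPM, with each point 1 library (control in blue, androstenone in red, numbers give the replicate). On the first component (47.8% of the variance) control 3 lies beside androstenone 1 and 2.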

Setting |log2(FC)| ≥ 1 and *p* < 0.05 as the cutoff, we identified 1993 DEGs. 

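Of the 22516 genes, 21318 had at least 1 count after rounding and were tested. At an unadjusted p below 0.05 and an absolute log2 fold change of at least 1, edgeR's quasi-likelihood test gave 1368 DEGs. After Benjamini-Hochberg adjustment over all genes tested, 0 genes passed with this test and 0 with limma voom. With the same adjustment, edgeR's exact test gave 151 genes, edgeR's likelihood ratio test 197 and DESeq2 386. At the unadjusted cutoff these tools gave 1608, 1978 and 1489 DEGs, and limma voom 978. The count moved most when the deposited TPM values were tested with limma on the log2(TPM + 1) scale, which gave 319 DEGs. With each library left out in turn, the number ranged from 867 without androstenone 1 to 2414 without control 3, and was 881 without androstenone 2. In 830 genes every androstenone library was above, and in 562 below, every control library, which together is 6.53% of the genes tested. By chance, 2.86% separate with 4 libraries against 4 if all libraries are independent. Libraries from the same sow are not, so the excess over 2.86% cannot tell the treatment apart from differences between sows.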

Of which, 596 and 1397 DEGs were upregulated or downregulated in the androstenone treatment group compared to the control group, respectively (Figure 1c). 

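In edgeR's quasi-likelihood test, 434 DEGs were upregulated and 934 downregulated in the androstenone treatment group. The likelihood ratio test gave 579 upregulated and 1399 downregulated DEGs. Of the 934 downregulated DEGs, 77 had 0 counts in every androstenone library and 97 had at most 20 counts over all 8 libraries; of the likelihood ratio test's 1399, these were 246 and 284. Of the 434 upregulated DEGs, 28 had 0 counts in every control library. Among genes whose groups did not overlap, the smallest p-values in the upward direction belonged to AADAC, ENSSSCG00000033114 and ENSSSCG00000001341. AADAC (ENSSSCG00000031367) was at 0.0633 ± 0.0957 CPM (SD, n = 4 libraries) in the control group and 14.5 ± 4.95 CPM (SD, n = 4) in the androstenone treatment group. Its log2 fold change was 9.32 (standard error 0.87, adjusted p = 0.0675 from edgeR's quasi-likelihood test). ENSSSCG00000033114 rose from 2.93 ± 1.72 to 77.7 ± 26.4 CPM (SD, n = 4 each), a log2 fold change of 4.83 (standard error 0.49, adjusted p = 0.0703). ENSSSCG00000001341 rose from 307 ± 35.2 to 758 ± 73.7 CPM, a log2 fold change of 1.30 (standard error 0.18, adjusted p = 0.342). In the downward direction, ENSSSCG00000011344 went from 0.875 ± 0.283 to 0.136 ± 0.0223 CPM, a log2 fold change of -2.62 (standard error 0.37, adjusted p = 0.342). MYRFL, on chromosome 5 of Sscrofa11.1 from 34067871 to 34218516, went from 7.30 ± 0.567 to 2.80 ± 0.38 CPM. Its log2 fold change was -1.39 (standard error 0.21, adjusted p = 0.342 from the quasi-likelihood test). ADAMTS16, on chromosome 16 from 76326718 to 76491050, went from 4.83 ± 2.09 to 0.987 ± 0.108 CPM. Its log2 fold change was -2.27 (standard error 0.36, adjusted p = 0.342 from the quasi-likelihood test). In the likelihood ratio test all 6 genes passed after adjustment, with adjusted p of 6.08e-31 for AADAC, 3.06e-16 for ENSSSCG00000033114, 0.00202 for ENSSSCG00000001341, 2.03e-05 for ENSSSCG00000011344, 0.00665 for MYRFL and 0.000236 for ADAMTS16. The 6 genes were picked by p in these same libraries, and both tests take libraries as replicates. With counts summed per sow, 0 genes passed after adjustment in each of the 9 possible pairings (quasi-likelihood test). A difference between sows therefore stays open for these genes.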

The downregulated DEGs were significantly enriched in signaling pathways or biological processes related to olfactory perception, such as olfactory transduction (hsa04740), detection of chemical stimulus involved in sensory perception (GO: 0050907) and sensory perception of smell (GO: 0007608) (Figure 1d,e and Figure S1, Tables S4–S7), indicating that androstenone can cause significant expression change of genes related to olfactory perception in pigs’ OE.

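The gene ontology and pathway annotation behind Tables S4 to S7 was not used here, and the olfactory receptor (OR) genes themselves were counted in its place. In the files, 130 genes were taken as OR genes, by an OR symbol or by Tables S8 and S9, and 108 of them had at least 1 count. Only 15527 of the 22516 identifiers matched a name. An OR gene without an OR symbol was therefore included only if the paper listed it as downregulated. Any other such OR gene was counted among the other genes. Below, all OR genes means this set. Of these 108, 21 were among the 934 downregulated DEGs (one-sided Fisher's exact test against all genes tested, p = 7.84e-09). Since 64 of the 108 genes were picked by the paper as downregulated in these same libraries, this test is not independent of the result. Of the 54 tested genes with an OR symbol, 10 of which are also in Tables S8 and S9, 3 were downregulated (Fisher's exact test, p = 0.424). The likelihood ratio test placed 11 of the 54 among its downregulated DEGs (Fisher's exact test, p = 0.000652). Without control 1, 7 of the 108 OR genes were downregulated DEGs (Fisher's exact test, p = 0.173). With each of the other 7 libraries left out in turn, the call held, with p between 1.49e-11 and 0.0167 in Fisher's exact test. The median fitted log2 fold change of the 108 genes was -3.03, but such values depend on the prior count where a group has 0 counts. With those genes set to their ratio against 3 counts over the group, the median of the 84 genes above that floor was -1.26. The set test camera (edgeR and limma, preset correlation 0.01) gave an adjusted p of 7.4e-10 for the 108 genes and 0.0162 for those with an OR symbol. Under limma's fry, the call for all 108 genes held and that for the genes with an OR symbol did not. With an estimated correlation in camera, both calls were lost. Without control 2, the camera call for the genes with an OR symbol was also lost (adjusted p = 0.215). These set tests take libraries as replicates. With counts summed per sow, over the 9 possible pairings of the libraries, fry called the 108 genes in 0 (p between 0.106 and 0.148). Camera with the preset correlation called them in all 9, and with an estimated correlation in 0. From the enrichment of the downregulated DEGs in olfactory terms, the paper reasons that androstenone can cause a significant expression change of genes related to olfactory perception in the OE.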

### 3.2. Validation of Olfactory Receptors Responding to Androstenone

Von et al. [17] (2015) demonstrated that olfaction activation causes the transcriptomic inhibitory effect on the OR genes that are in charge of responding to the odor. Thus, we screened the candidate OR genes responding to androstenone from the downregulated DEGs. We acquired 15 OR genes (Table S8) and 49 OR-like genes (Table S9) that are downregulated in the androstenone treatment group compared to the control group. It is worth mentioning that Zhuang et al. (2007) [14] proposed that OR7D4 with eight other ORs was activated by androstenone in humans. 

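The 15 genes of Table S8 and the 49 of Table S9 were all in the files, and all 64 had a log2 fold change below 0. In edgeR's quasi-likelihood test, 4 genes of Table S8 and 17 of Table S9 passed the paper's unadjusted cutoff. The smallest adjusted p among the 64 was 0.393, and 0 passed when adjusted over the list alone, which is no independent evidence because the list was chosen on these libraries. In the likelihood ratio test, all 64 passed the unadjusted cutoff and 1 passed after adjustment over all genes (adjusted p = 0.00736). The exact test called 10 of the 64 at the unadjusted cutoff, DESeq2 7 and limma voom 19. The median of the summed counts of a candidate over all 8 libraries was 5, with a range of 3 to 110, and 59 of the 64 had at most 20. In the androstenone treatment group, 53 had 0 counts in every library, which at this depth is not evidence of absence. All control counts of 35 genes lay in 1 library, and 20 further genes had counts in 2. The highest control count lay in control 2 for 42 genes, in control 4 for 12, in control 3 for 10 and in control 1, which has the fewest counts, for 0. By CPM, control 2 was highest for 34 genes, control 4 for 12, control 3 for 9 and control 1 for 9. Reads of OR genes can be shared between near-identical copies, so the counts of single genes are uncertain. Among the OR genes later cloned, OR2D2 had rounded counts of 0, 9, 1 and 1 in the control libraries and 0, 0, 1 and 0 in the androstenone libraries, a ratio of 15.0 per count sequenced with a 95% exact counting interval of 2.18 to 647. OR8D2 had 11 counts, all in control 2, and 0 in the androstenone libraries, for which the lower limit of the same interval was 3.43. OR10Z1 had 3 counts in control 2, 3 in control 3 and 0 in the androstenone libraries, with a lower limit of 1.61. For OR8D1, with 4 counts in control 4 and 0 in the androstenone libraries, the lower limit was 0.902, so a difference was not detectable at this depth. OR6X1 had 3 counts in control 3, which does not exceed the floor of 3 counts over the group, so no fold is given. These intervals take counts summed over the libraries and cover counting error only. Between libraries, the groups overlapped for each of these 5 genes, also with control 1 left aside (exact permutation test with control 1 taken as 0, p between 0.257 and 1). The fitted log2 fold changes of OR2D2, OR8D2, OR10Z1 and OR8D1 were -3.30, -4.70, -3.89 and -3.59, with adjusted p between 0.416 and 0.51 in edgeR's quasi-likelihood test. Read as control over androstenone, the value of OR2D2 went from 3.30 to 1.68 without control 2 and to 4.70 without androstenone 3. With any other library left out it was between 2.99 and 3.70.

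**Figure D3:**
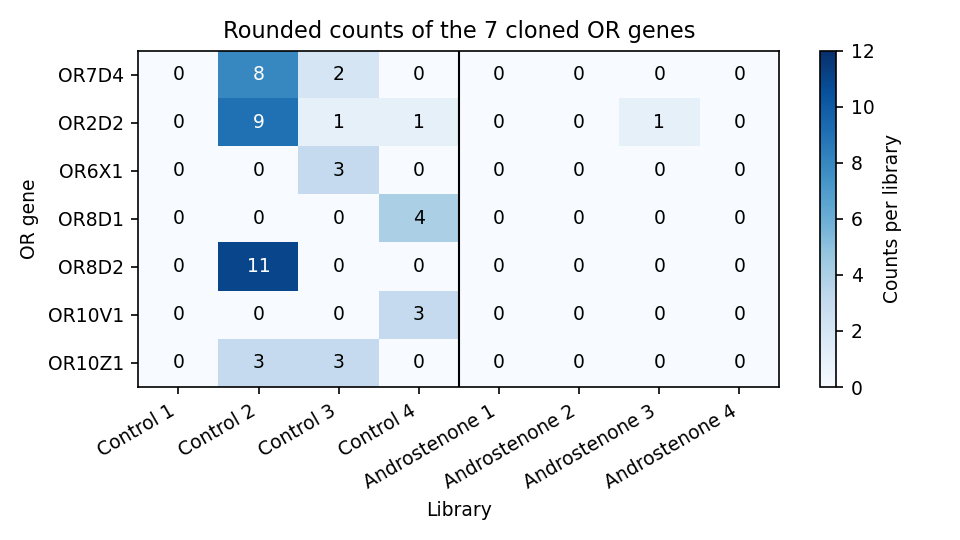
Rounded counts (reads per library) of the 7 cloned OR genes, rows, in the 8 libraries, columns, with darker blue for more counts and a line between the control and androstenone libraries. All 7 genes are at 0 in control 1, and the highest count is 11.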

We confirmed that the pig homologous gene (ENSSSCG00000058680, hereafter named pig *OR7D4*) had significantly lower expression levels in the samples of the androstenone treatment group compared to the control group.

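Pig OR7D4 (ENSSSCG00000058680) had 8 rounded counts in control 2, 2 in control 3 and 0 in each of the other 6 libraries. Its level was 0.027 ± 0.0414 CPM (SD, n = 4 libraries) in the control group, and every androstenone library was at 0. Control 4 was at 0 as well, so the groups overlapped (exact permutation test with control 1 taken as 0, p = 0.429). The 0 of control 1 is not informative, because at its depth a count of 0 allows up to 0.718 CPM. For 10 summed counts against 0, the 95% exact counting interval of the ratio per count sequenced had a lower limit of 3.06, which covers counting error only. The fitted log2 fold change, which depends on the prior count, was -4.57 (unadjusted p = 0.0305 and adjusted p = 0.417 from edgeR's quasi-likelihood test). The unadjusted p was 0.102 without control 2 and 0.0526 without control 1. With each of the other 6 libraries left out it was between 0.0161 and 0.0475. In the likelihood ratio test it was 0.00359 (adjusted p = 0.132), in limma voom 0.0224, in edgeR's exact test 0.0529 and in DESeq2 0.209. With counts summed per sow, it was between 0.0525 and 0.114 over the 9 possible pairings of the libraries, and the call held in 0 of them.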

Using the heterogenous expression system, we successfully cloned OR2D2, OR6X1, OR8D1, OR8D2, OR10V1, OR10Z1 and pig OR7D4 and expressed these ORs in Hana 3A cells (Figure 2a). Stimulated with androstenone in different concentrations, the results indicated that OR2D2, OR7D4, OR8D1, OR8D2 and OR10V1 can be activated by androstenone, while OR6X1 and OR10V1 were unable to be activated in the 200 μM androstenone treatment (Figure 2b–i). Of which, OR7D4 showed a significant response when stimulated with 100 μM androstenone.

### 3.3. Screening Key Sites of the Pig OR7D4 Response to Androstenone Based on Amino Acid Conservation

Given pig OR7D4 shows the most significant response to androstenone, we further aimed to find the structural determinant. The 3D structure of pig OR7D4 was simulated, and the ligand-binding cavity was predicted by ProteinPlus [30,31,32]. We found that most of the residues in the ligand-binding cavity are located on transmembrane (TM) helix 2-7 and extracellular loop (ECL) 2 (Table S10). Moreover, the molecular docking results also indicated the interaction region located in the cavity formed by the TMs and ECL2 (Figure 3a).

Next, we hypothesized that the key residues mediating the response of ORs to androstenone are relatively conserved among the series of androstenone-activated ORs due to being activated by the same odor [16]. Therefore, a total of seven potential androstenone relatively conserved sites were screened within the ligand-binding cavity of pig OR7D4 with the potential to mediate the response to androstenone (Figure 3b, Figures S2 and S3). These sites with relatively high similarity are all located in the transmembrane helixes of pig OR7D4, as well as in the second extracellular loop, with four located on TM5 and two located on TM7 and one located on ECL2 (Figure S3). Last, alanine scanning of these seven loci further confirmed that F178A and T203A significantly decreased the response of pig OR7D4 to androstenone in vitro, which suggests they are the key structural determinants of pig OR7D4 (Figure 4).

### 3.4. Single-Nucleotide Polymorphisms Affect OR7D4 Responding to Androstenone

Previous studies have shown that non-synonymous SNPs within the OR genes may have a significant impact on olfactory perception [36,37]. We thus searched the variation database and found a total of 42 non-synonymous SNPs in the CDS region of pig *OR7D4* (Table S11). Given P79 and A202 are part of the ligand-binding cavity of human OR7D4, which affects the response of androstenone [38], M105 and G108 are members of the 22 amino acid residues that make up the ligand-binding cavity of all ORs, as proposed by Man et al. [39] (2004), and M133 was proven to strongly affect the androstenone perception in humans [36], so we further evaluated the effect of these mutation on responding to androstenone. As presented in Figure 5, only M133V significantly reduced the response of OR7D4 to androstenone, while no significant difference was found after the mutation of the rest of the loci.

## 4. Discussion

In the present study, 1993 DEGs were detected in the androstenone-treated OE of sows. Of which, many of the genes downregulated in the androstenone treatment group were related to the adaptation of the olfaction system to external stimulation, which indicates the success of the pig model for androstenone treatment. For instance, *SEMA7A* is thought to play a key role in axon formation, and the significant downregulation of this gene after androstenone treatment may be related to the adaptation of the olfaction system to the odor environment by regulating the axon guidance system [40]. Specifically, the downregulated DEGs can be enriched in biological processes or signaling pathways related to olfaction signal transmission. 

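SEMA7A (ENSSSCG00000023165) lies on chromosome 7 of Sscrofa11.1 from 59094919 to 59119534 and encodes a semaphorin. It was at 67.6 ± 36.4 CPM (SD, n = 4 libraries) in the control group and 30.1 ± 16.5 CPM (SD, n = 4) in the androstenone treatment group. The log2 fold change was -1.17 (standard error 0.46, unadjusted p = 0.0341 and adjusted p = 0.42 from edgeR's quasi-likelihood test). Control 3, at 31.4 CPM, lay below androstenone 4, at 54.6 CPM, and the groups overlapped (exact permutation test, p = 0.0571). Without control 4, at 118 CPM, the log2 fold change was -0.75 (unadjusted p = 0.112 from the same test). The unadjusted p was also above the paper's cutoff without control 2 (0.0531), androstenone 1 (0.0794), androstenone 2 (0.0778) or androstenone 3 (0.084). It stayed below the cutoff without control 1 (0.0484), control 3 (0.0115) or androstenone 4 (0.00546). With all libraries, it was also below the cutoff in the likelihood ratio test (0.0173), the exact test (0.0182), DESeq2 (0.0188) and limma voom (0.0391). These tests take libraries as replicates. With counts summed per sow, 3 of the 9 possible pairings of the libraries kept the call, with an unadjusted p between 0.0235 and 0.186 and a log2 fold change between -1.43 and -0.93.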

Consistent with Von et al. [17] (2015) and Koerte et al. [41] (2018), we confirmed that odor activation causes inhibition in the expression of the corresponding ORs. In addition to the ORs, we also noted that the expression of *OBP2A* and *OBP2B*, which are associated with odor binding, were significantly downregulated after androstenone treatment. 

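Summed over the OR genes with an OR symbol or in Tables S8 and S9, the OE held 14.6 ± 5.21 CPM of the library total (SD, n = 4 libraries) in the control group. In the androstenone treatment group it held 7.96 ± 1.46 CPM (SD, n = 4). Other OR genes without an OR symbol are missing from these sums. The control libraries were at 19.9, 17.4, 13.1 and 8.03 CPM and the androstenone libraries at 8.14, 6.93, 6.81 and 9.96 CPM. The log2 ratio was -0.88, and the groups overlapped through control 4 (two-sided exact permutation test, p = 0.0857). With the library totals scaled by their TMM factors, a setting chosen after seeing the data, the groups were at 14.2 ± 2.48 and 7.77 ± 1.11 CPM (SD, n = 4 each). On that scale the log2 ratio was -0.87 and the groups did not overlap (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). The value of control 1 rests on 83 counts (95% exact interval 15.8 to 24.6 CPM of the library total, counting error only). In summed TPM, the groups were at 11.4 ± 5.05 and 3.73 ± 0.82 (SD, n = 4 each), a log2 ratio of -1.62 (exact permutation test, p = 0.0286). Per 100 counts of the olfactory transduction genes, the groups were at 4.56 ± 0.828 and 2.37 ± 0.5, a log2 ratio of -0.94 (exact permutation test, p = 0.0286). Most of these counts came from ANO2 (19.0 to 292 CPM over the libraries) and STOML3 (48.8 to 224 CPM). GNG13 and RTP1 reached at most 0.205 and 0.109 CPM. The ratio therefore need not correct for the share of olfactory neurons. Of the counts in these sums, OR51E1, OR2C3 and OR4K17, which have the most counts of the OR genes and are named after their values were seen, held 69.7% in the control group and 84.8% in the androstenone treatment group. Their log2 fold changes were -0.79, -0.44 and -0.033. With these 3 genes removed, also after seeing the data, the log2 ratio on library totals was -1.94 (exact permutation test, p = 0.0286). The sums, with or without these 3, include the 64 genes of Tables S8 and S9, which were picked as lower in these same libraries. Over the genes with an OR symbol alone, of which 10 are still among the 64, a sum also chosen after seeing the data, the log2 ratio was -0.64 on library totals (exact permutation test, p = 0.114) and -0.64 on totals scaled by TMM (exact permutation test, p = 0.0286). Over the same genes it was -1.02 in TPM (exact permutation test, p = 0.0571) and -0.71 per 100 transduction counts (exact permutation test, p = 0.0286). All these tests take libraries as replicates, although each group held 2 sows. An exact test of 2 sows against 2 allows no p under 0.333. Lower sums in the androstenone treatment group therefore cannot be told apart from a difference between sows.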

Mammalian OBP is regarded as a kind of soluble protein specializing in pheromone communication that binds to airborne volatile pheromones and transports them to ORs, thus acting as a carrier of odor from the external environment to the olfaction system [42]. We hypothesized that the downregulation of the OR and OBP genes after androstenone treatment may be the result of the adaptation of the olfaction system to external stimulation, a process that desensitizes the olfaction system to androstenone input over a short period of time, which is analogous to the calcium-mediated inhibition of the cyclic nucleotide-gated (CNG) channel [43,44,45,46]. Horgue et al. [45] (2022) reported that the expression of olfactory conductance cascade-related genes in mice, such as, *Cnga2*, *Cngb1b*, etc., were mostly downregulated after being stimulated with an agonist. However, this phenomenon was not found in this study. This may be due to the difference in the method of odorant expose between our two groups.

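CNGA2 (ENSSSCG00000012753), the subunit of the olfactory cyclic nucleotide-gated channel on chromosome X of Sscrofa11.1 from 123115980 to 123130043, was at 2.29 ± 1.62 CPM (SD, n = 4 libraries) in the control group and 6.51 ± 6.27 CPM (SD, n = 4) in the androstenone treatment group. Its log2 fold change was 1.56 (standard error 0.96, adjusted p = 0.545 from edgeR's quasi-likelihood test), a difference within the spread of the libraries. CNGB1 was not analysed here, because no name table pairs its symbol with an identifier of the files. Of the 8 olfactory transduction genes tested, which were ANO2, GNG13, ADCY3, CNGA2, CNGA4, GNAL, RTP1 and STOML3, 6 were lower and 2 higher in the androstenone treatment group. Their median log2 fold change was -0.13 and their mean 0.08, opposite in sign (camera, adjusted p = 0.768). None of the 8 passed an unadjusted p of 0.05 in this test, with 0 when adjusted over the list alone and 0 over all genes.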

We selected seven genes for the androstenone response evaluation in vitro, of which six were Ensembl-annotated OR genes and one was an ortholog of the human androstenone-responsive OR *OR7D4*. A total of five of the seven ORs were activated by androstenone, and two showed an elevated response to androstenone, though not significant. The extent of the response to androstenone of the seven ORs in vitro did not appear to be consistent with the transcriptome data, which may be due to the inconsistency of the cellular experimental conditions with the nasal environment: unlike binding to ORs expressed on the membrane of heterologous cells, the odor tends to form nasal mucus with OBP and undergo complex chemical modifications mediated by a variety of metabolic enzymes therein before interacting with ORs in the nasal cavity, leading to the possibility that the relationship between odor and ORs expressed in heterologous systems may be inconsistent with the realities in vivo [47]. In addition, the distribution of different ORs in different locations in the nasal cavity may allow ORs to be exposed to different concentrations of androstenone during stimulation. *OR10V1*, which was significant downregulated after the stimulation, was not activated by androstenone in vitro. This phenomenon may be due to different reasons: androstenone in the nasal cavity may act on OR10V1 at a concentration that exceeds the maximum stimulatory concentration in Hana3A. In addition, it is possible that androstenone produces metabolites in vivo and activated OR10V1 [48].

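OR10V1 (ENSSSCG00000013122) had 3 rounded counts in control 4 and 0 in the other 7 libraries. In the control group it was at 0.0113 ± 0.0226 CPM (SD, n = 4 libraries). Since the control count does not exceed the floor of 3 counts, no fold is given, and a difference was not detectable at this depth. The fitted log2 fold change, set by the prior count, was -3.20 (unadjusted p = 0.122 and adjusted p = 0.528 from edgeR's quasi-likelihood test). The likelihood ratio test gave an unadjusted p of 0.0295 and an adjusted p of 0.339.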

Among the androstenone-responsive ORs we detected, pig OR7D4 responded the most to androstenone. When stimulated with 100 μM androstenone, OR7D4 responded significantly, and none of the other ORs were activated, suggesting that OR7D4 may play a key role in the detection of androstenone at low concentrations. OR2D2, OR8D1, OR8D2 and OR10Z1 were activated when the concentration of androstenone was raised to 200 μM, but the responses of those ORs were not as significant as OR7D4. This phenomenon is consistent with the description of the OR-mediated odor recognition reported, whereby odors are recognized by a group of ORs during sense of smell formation, and different concentrations of the same odor activate different ORs, with higher concentrations activating extra ORs [49]. Bolding et al. (2018) reported that, when an odor reaches the ORNs, those ORs that are the most sensitive would be activated first and transmit a signal to the piriform cortex (PCx). The signal from other, less responsive, ORs will be suppressed via neural inhibition in the OB [50,51,52]. This phenomenon implies that the recognition of a particular odor relies on a set of the most sensitive ORs [52,53]. McClintock et al. [49] (2020) reported that those sensitive ORs that play a key role in the recognition of a given odor will be first activated during the recognition of an odor, which increases in response to the odor as the concentration rises. Pig OR7D4 showed the most sensitive response to androstenone, which increased with the increasing androstenone concentration. Thus, we inferred that pig OR7D4 may play a key role in the perception of androstenone.

The cavities with ligand-binding properties on the surface and inside proteins are called ligand-binding cavities, and the amino acid residues surrounding them determine an OR’s physicochemical characteristics [53]. We modeled the 3D structure of pig OR7D4 and generated the ligand-binding cavity, and the results were consistent with our expectation that the residues that make up the ligand-binding cavity of pig OR7D4 are located on TM2-TM7, as well as ECL2 [39,54,55]. We hypothesized that the key residues in the ligand-binding cavities of ORs responsible for recognizing specific odors are more conserved, and during the ligand-binding cavity conservation analysis of pig OR7D4, obtained a total of seven key residues that may be crucial for androstenone recognition. The dual-luciferase report assay showed that F178, which is located on ECL2 of pig OR7D4, which is a close neighbor to the highly conserved Cys site on ECL2, significantly impacted the androstenone responsiveness of pig OR7D4. Wheatley et al. [56] (2012) reported the presence of a ligand recognition “hotspot” region near the highly conserved Cys on ECL2 of class A GPCRs, where amino acid residues may mediate the response of ORs to odors. Furthermore, residues on ECL2 are located in the uppermost part of the ligand-binding cavity that are responsible for regulating the volume and shape of the ligand-binding cavity, maintaining the hydrophobic environment and are important for ligand selection in ORs [57]. In addition, we found that T203, the homologous site of T203 in human OR7D4 that is involved in ligand-binding cavity, showed a significant effect on the response to androstenone of pig OR7D4.

In addition, among our predicted key sites for androstenone responding, Y278 and T279 are located close to each other and in the vicinity of the conserved motif PMLNPFIY on TM7. Ryu et al. [58] (2017) reported that the axon terminals of ORs with this conserved motif mainly project on the dorsal region of the OB, which tends to play a key role in the processing of odor information, while the relationship of PMLNPFIY and odor perception remains to be explored. Our study suggested that Y278 and T279 had no significant effect on the function of pig OR7D4, so the effect of this motif on the function of ORs remains to be elucidated.

Nevertheless, it is worth mentioning that we found that the amino acid substitution M133V (rs696400829) of pig OR7D4 significantly affected its response to androstenone. Zhuang et al. (2007) [14] found that the amino acid substitution T133M on human OR7D4 severely impaired OR function. Both sides do not belong to the predicted ligand-binding cavity of ORs, yet still exert an effect on the response of ORs to androstenone. Such phenomenon has also been reported in studies analyzing OR loci. Some loci, although far from the ligand-binding cavity, may also be involved in the metamorphosis process of ORs, which, in turn, affects OR-mediated olfactory signaling [38].

It is worth mentioning that all samples in our study were collected from pigs receiving androstenone stimulation 30 min previous, and the transcriptome changes of pig OE at different time points after androstenone treatment need to be further investigated. Moreover, androstenone ORs other than OR7D4 are far less responsive to androstenone; the reason why OR7D4 showed higher sensitivity to androstenone needs to be elucidated in the future, which will further clarify the mechanism of ORs’ recognition of androstenone.

## 5. Conclusions

Here, we combined RNA-seq with a heterogenous expression system to identify the ORs responding to androstenone in pigs. Five ORs (*OR7D4*, *OR2D2*, *OR8D1*, *OR8D2* and *OR10Z1*) were proven responsive to androstenone-mediated olfaction. Additionally, the key amino acids (F178 and T203) and natural SNPs (rs696400829) affecting the responding activity to androstenone of OR7D4 were also verified. The results of this study establish a theoretical basis for subsequent studies aiming to correlate ORs with pigs’ reproductive performance.

## Figures and Tables

**Figure 1:**
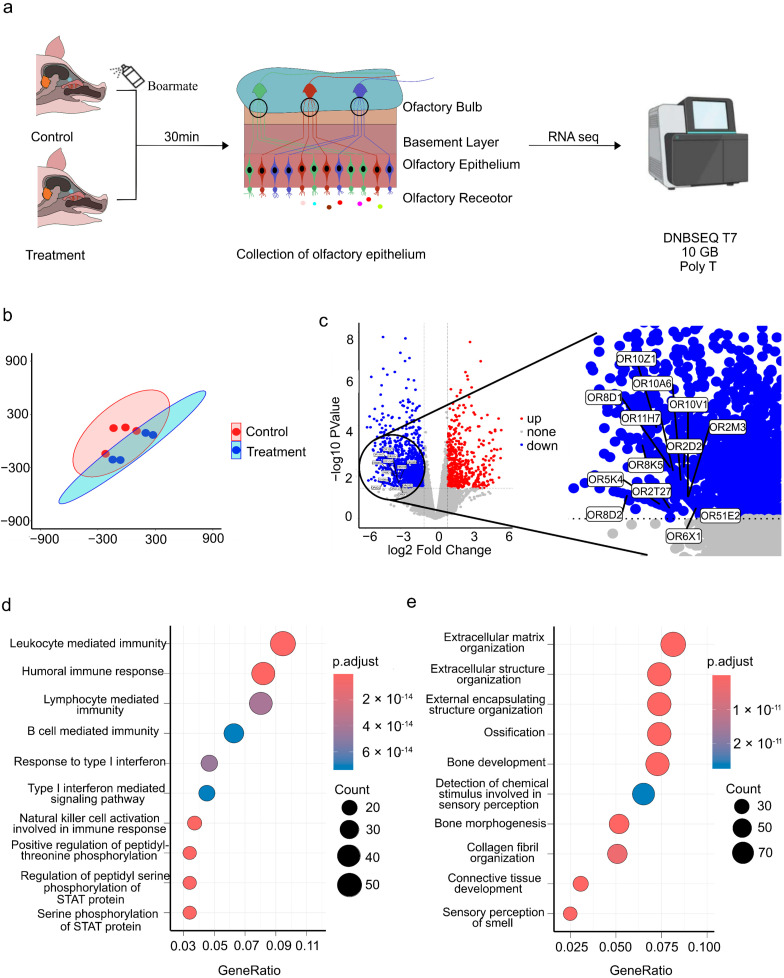
Transcriptomic change in pigs’ olfactory epithelium upon androstenone treatment. (**a**) Flowchart of sampling and transcriptome sequencing. (**b**) tSNE clustering of RNA-seq samples; red and blue represent samples from the control group and the androstenone treatment group, respectively. (**c**) Volcano plot of DEGs. (**d**) Top 10 GO terms of the up-DEGs. (**e**) Top 10 GO terms of the down-DEGs.

**Figure 2:**
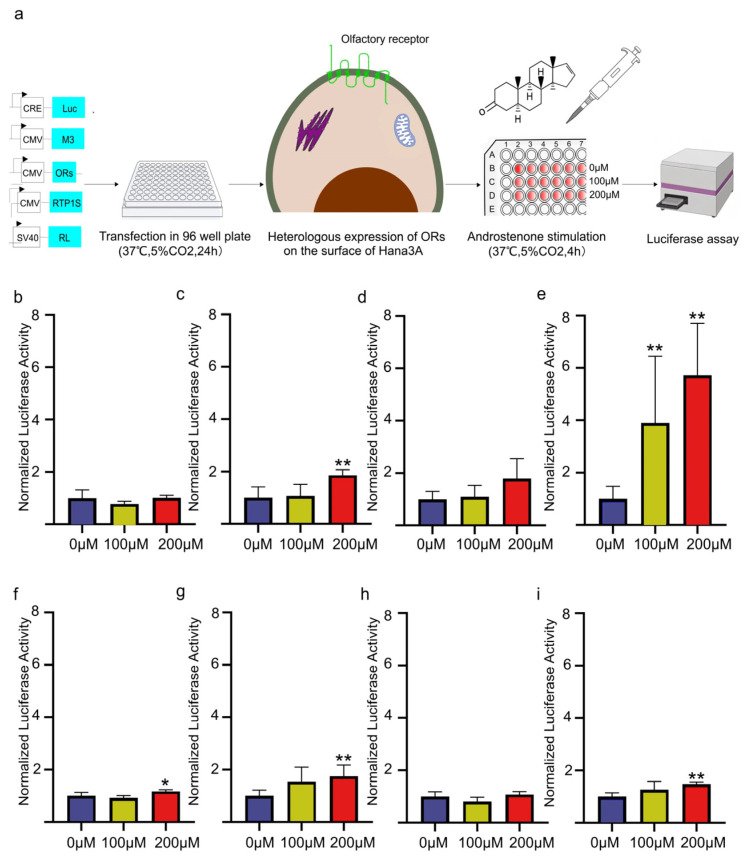
Response of the olfactory receptors to different concentrations of androstenone. (**a**) Flowchart of the heterologous expression and functional assay of ORs. (**b**) Response of the control group (not transfected with ORs) to androstenone. (**c**) Response of OR2D2 to androstenone. (**d**) Response of OR6X1 to androstenone. (**e**) Response of OR7D4 to androstenone. (**f**) Response of OR8D1 to androstenone. (**g**) Response of OR8D2 to androstenone. (**h**) Response of OR10V1 to androstenone. (**i**) Response of OR10Z1 to androstenone. The different colours of columns represent the different concentrations of adrostenone. The error bar represents SEM, * represents *p* < 0.05 and ** represents *p* < 0.01.

**Figure 3:**
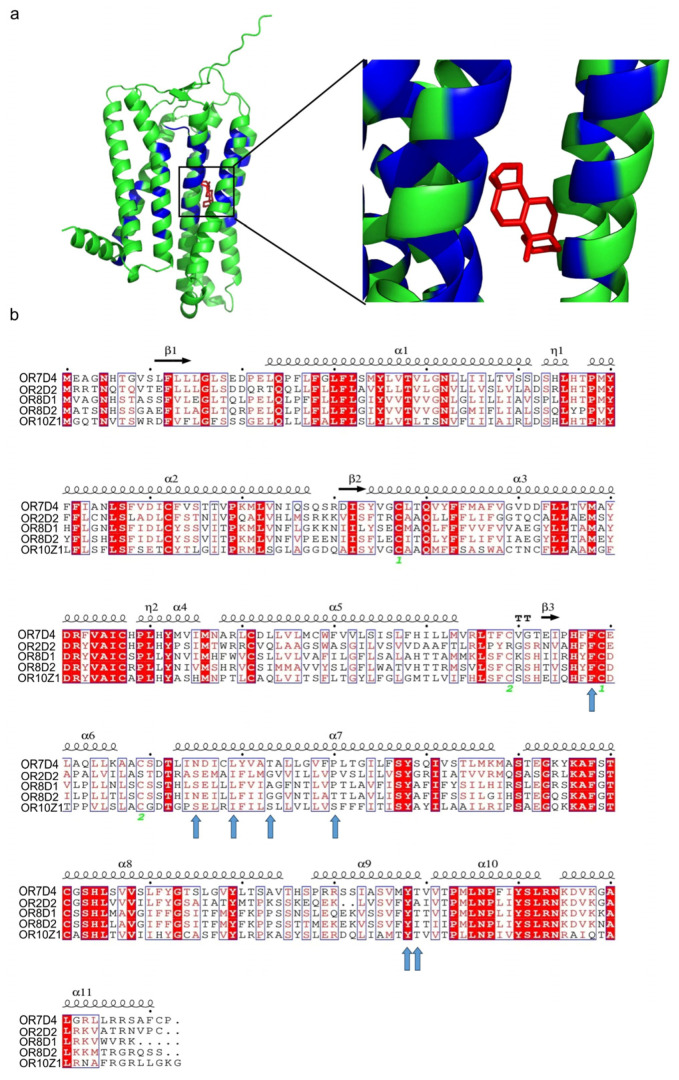
Potential key sites mediating the response to androstenone of pig OR7D4. (**a**) Molecular docking plot. Simulated docking results of pig OR7D4 with androstenone molecules marked in red. Binding cavity predicted are marked in blue. (**b**) Alignment of androstenone ORs of pigs. Relatively conserved sites in the binding cavity of pig OR7D4 are marked by arrows. Highly conserved loci are marked in red, with 10 loci between each black dot. Secondary structures are shown above the sequence.

**Figure 4:**
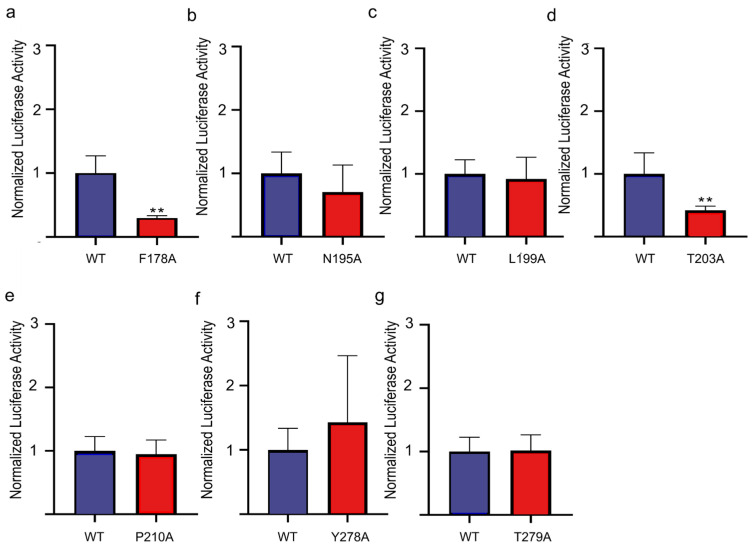
Evaluation of potential key sites mediating the response to androstenone of pig OR7D4. (**a**) Response of pig OR7D4-F178A compared to that of pig OR7D4 wild type. (**b**) Response of pig OR7D4-N195A compared to that of pig OR7D4 wild type. (**c**) Response of pig OR7D4-L199A compared to that of pig OR7D4 wild type. (**d**) Response of pig OR7D4-T203A compared to that of pig OR7D4 wild type. (**e**) Response of pig OR7D4-P210A compared to that of pig OR7D4 wild type. (**f**) Response of pig OR7D4-Y278A compared to that of pig OR7D4 wild type. (**g**) Response of pig OR7D4-T279A compared to that of pig OR7D4 wild type. The column height represents the response level of androstenone in the wild type control group (blue) and different mutation groups (red) when simulated with 200 μM androstenone, and the values of each group are presented as the ratio of the values detected relative to the control group. The error bar represents SEM. ** represents *p* < 0.01.

**Figure 5:**
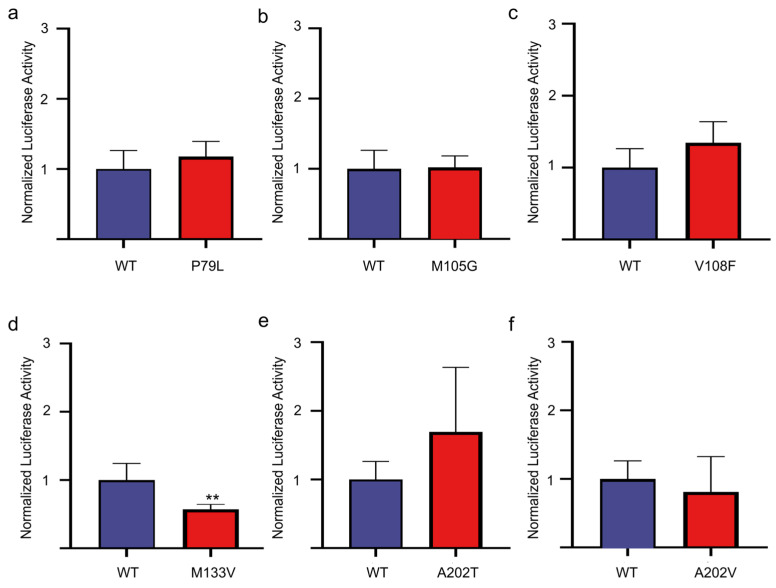
The effect of polymorphism sites caused by different non-synonymous SNPs on the response level of pig OR7D4 to androstenone. (**a**) Response of pig OR7D4-P79L compared to that of pig OR7D4 wild type. (**b**) Response of pig OR7D4-M105G compared to that of pig OR7D4 wild type. (**c**) Response of pig OR7D4-V108F compared to that of pig OR7D4 wild type. (**d**) Response of pig OR7D4-M133V compared to that of pig OR7D4 wild type. (**e**) Response of pig OR7D4-A202T compared to that of pig OR7D4 wild type. (**f**) Response of pig OR7D4-A202V compared to that of pig OR7D4 wild type. The column height represents the response level of androstenone in the wild type control group (blue) and different mutation groups (red) when simulated with 200 μM androstenone, and the values of each group are presented as the ratio of the values detected relative to the control group. The error bar represents SEM. ** represents *p* < 0.01.

## Data Availability

The RNA-seq data were submitted to the Gene Expression Omnibus (GEO) database: GSE279037.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cimb47010013/s1: Table S1: Primers designed for CDS of ORs; Table S2: Mutant primer sequences; Table S3: Summary of sequencing data; Table S4: GO Ontology annotation of upregulated genes in the androstenone treatment group compared to control group; Table S5: GO Ontology annotation of downregulated genes in the androstenone treatment group compared to control group; Table S6: KEGG pathway enrichment analysis of upregulated genes in the androstenone treatment group compared to control group; Table S7: KEGG: pathway enrichment analysis of downregulated genes in the androstenone treatment group compared to control group; Table S8: Downregulated OR genes in the androstenone treatment group compare to control group; Table S9: Downregulated OR-like genes in the androstenone treatment group compared to control group; Table S10: Ligand-binding cavity residues of pig OR7D4; Table S11: Missient variant in pig OR7D4; Figure S1: Top 10 KEGG terms of the DEGs; Figure S2: Seven amino acid sites relatively conserved in olfactory receptors responsive to androstenone in binding cavity of pig OR7D4; Figure S3: Potential key sites mediating pig OR7D4 response to androstenone.

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

a

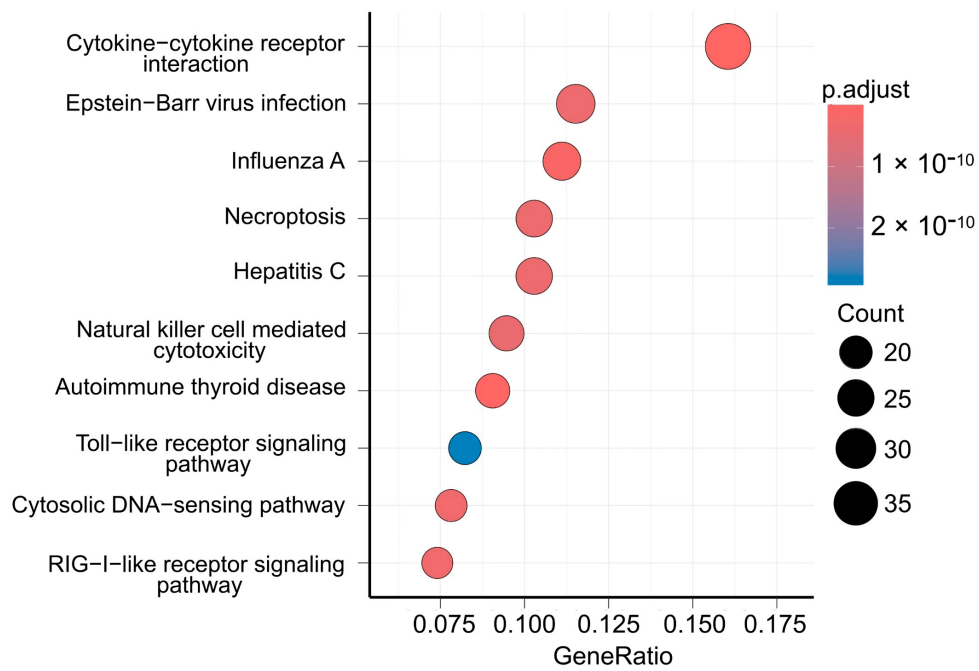

b

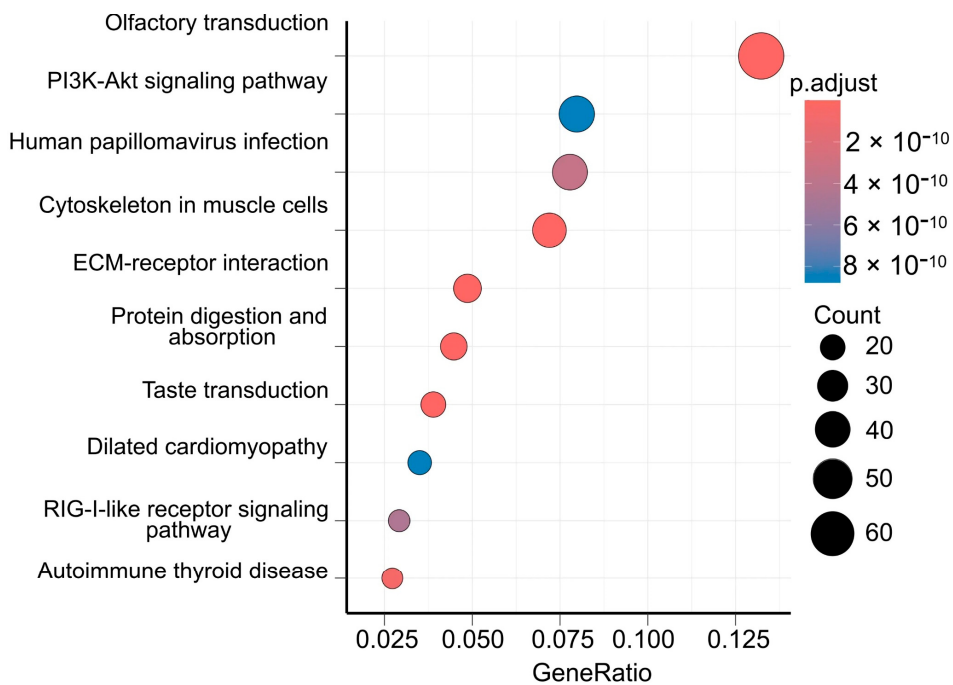

**Figure S1.** Top 10 KEGG terms of the DEGs (a) Top 10 KEGG terms of the up-DEGs. (b) Top 10 KEGG terms of the down-DEGs.

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

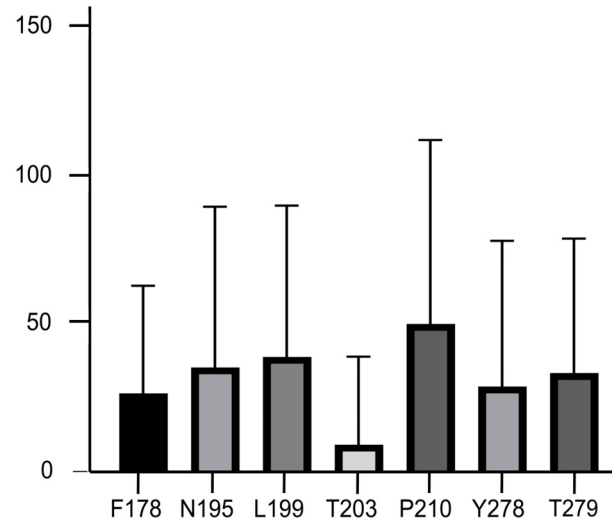

**Figure S2.** Seven amino acid sites relatively conserved in olfactory receptors responsive to androstenone in binding cavity of pig OR7D4. The vertical coordinate indicates the ratio of the mean Grantham score +1 obtained from a two-by-two comparison of this amino acid site in all annotated ORs to its mean Grantham score +1 obtained from a two-by-two comparison of androstenone -positive ORs.

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

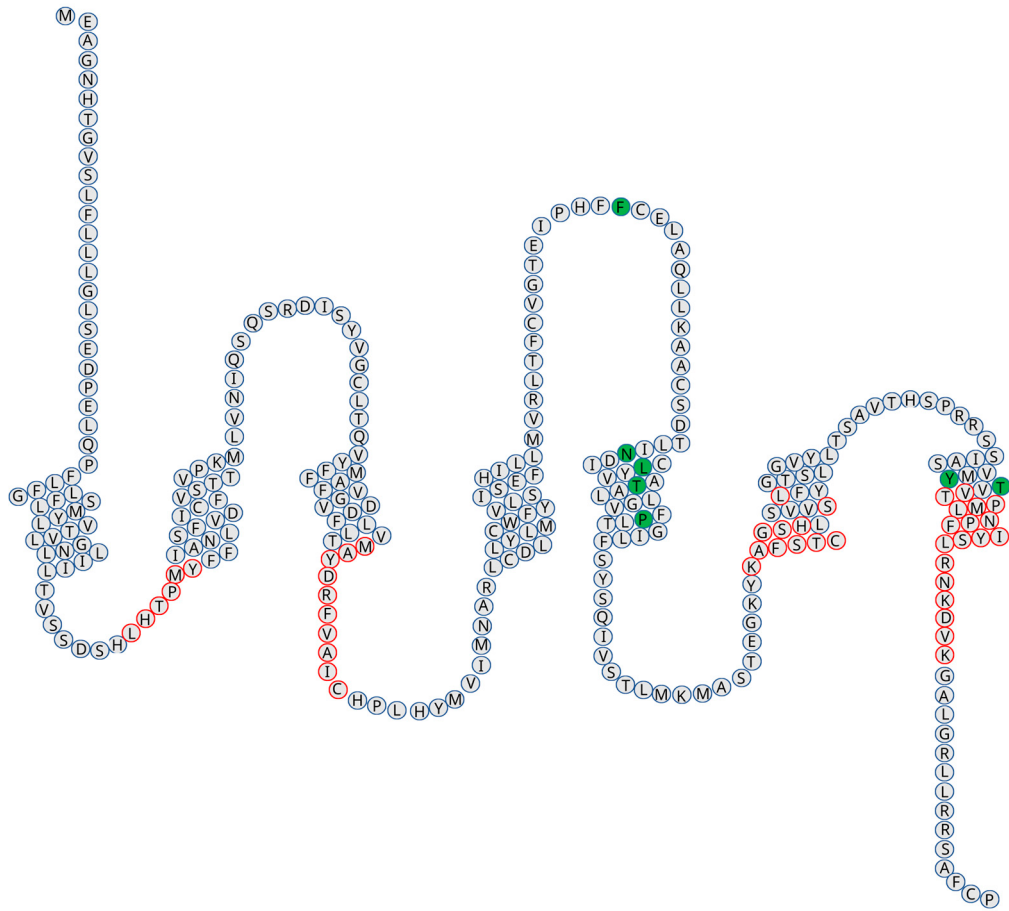

**Figure S3.** Potential key sites mediating pig OR7D4 response to androstenone. The predicted positions of the 7 key sites on the pig OR7D4 protein. Each small ball represents an amino acid site, with 7 key sites marked in green and conserved motifs in the ORs marked in red boxes.

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S1. Primers designed for CDS of ORs.**

| Gene          | Primer sequence                                    | Length (bp) |
|---------------|----------------------------------------------------|-------------|
| <i>OR2D2</i>  | Forward primer: ACGCGTATGAGACGGACAAATCAGACCCA      | 20          |
|               | Reverse primer: GCGGCCGCGCATGGGACATTCCTTGTGGC      | 20          |
| <i>OR6X1</i>  | Forward primer: ACGCGATGAGAAATGGCACTGCAAT          | 20          |
|               | Reverse primer: GCGGCCGCTTACACTGGATGATGAGTCTT      | 21          |
| <i>OR7D4</i>  | Forward primer: ATATACGCGTATGGAAGCAGGAAACCACAC     | 27          |
|               | Reverse primer: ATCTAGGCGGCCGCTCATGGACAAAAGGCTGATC | 27          |
| <i>OR8D1</i>  | Forward primer: ACGCGATGGTTGCAGGAAATCATTCTAC       | 20          |
|               | Reverse primer: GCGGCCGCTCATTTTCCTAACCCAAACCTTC    | 25          |
| <i>OR8D2</i>  | Forward primer: ACGCGATGGCCACTTTAAATCTTTCC         | 22          |
|               | Reverse primer: GCGGCCGCCTACCTTCCCCCAACGACCTT      | 22          |
| <i>OR10V1</i> | Forward primer: ACGCGATGGAAGAAATAAATAAAACC         | 21          |
|               | Reverse primer: GCGGCCGCTTACATAAGTCCTAAAACCATC     | 22          |
| <i>OR10Z1</i> | Forward primer: ACGCGATGGGGCAGACCAATGCAA           | 22          |
|               | Reverse primer: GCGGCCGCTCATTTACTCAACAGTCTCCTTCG   | 22          |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S10. Ligand-binding cavity residues of pig OR7D4.**

| Amino acids | OR segment position |
|-------------|---------------------|
| ASN42       | TM1 19              |
| ILE45       | TM1 22              |
| ILE63       | TM2 3               |
| LEU66       | TM2 6               |
| SER67       | TM2 7               |
| ASP70       | TM2 10              |
| PHE73       | TM2 13              |
| THR76       | TM2 16              |
| THR77       | TM2 17              |
| GLN100      | TM3 3               |
| VAL101      | TM3 4               |
| TYR102      | TM3 5               |
| PHE104      | TM3 7               |
| MET105      | TM3 8               |
| ALA106      | TM3 9               |
| PHE107      | TM3 10              |
| VAL108      | TM3 11              |
| GLY109      | TM3 12              |
| ASP111      | TM3 14              |
| ASP112      | TM3 15              |
| PHE113      | TM3 16              |
| LEU115      | TM3 18              |
| VAL151      | TM4 11              |
| VAL152      | TM4 12              |
| ILE155      | TM4 15              |
| SER156      | TM4 16              |
| PHE158      | TM4 18              |
| HIS159      | TM4 19              |
| ILE160      | TM4 20              |
| LEU162      | ECL2 1              |
| MET163      | ECL2 2              |
| LEU166      | ECL2 5              |
| PHE178      | ECL2 17             |

**Table S10. Ligand-binding cavity residues of pig OR7D4 (extend).**

| Amino acids | OR segment position |
|-------------|---------------------|
| CYS179      | ECL2 18             |
| LEU181      | ECL2 20             |
| ALA182      | ECL2 21             |
| LEU185      | ECL2 24             |
| ASN195      | ECL2 34             |
| CYS198      | TM5 1               |
| LEU199      | TM5 2               |
| ALA202      | TM5 5               |
| THR203      | TM5 6               |
| LEU206      | TM5 9               |
| GLY207      | TM5 10              |
| PRO210      | TM5 13              |
| VAL247      | TM6 7               |
| LEU250      | TM6 10              |
| PHE251      | TM6 11              |
| TYR252      | TM6 12              |
| THR254      | TM6 14              |
| SER255      | TM6 15              |
| TYR278      | TM7.8               |
| THR279      | TM7.9               |
| THR282      | TM7.12              |
| PRO283      | C' 1                |
| ASN286      | C' 4                |
| PRO287      | C' 7                |
| TYR290      | C' 10               |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S11. Missient variant in pig OR7D4.**

| Variant ID  | Nucleobase | Amino acid | Amino acid coordinates |
|-------------|------------|------------|------------------------|
| rs703483068 | T/C        | F/L        | 26                     |
| rs713287097 | G/T        | G/W        | 29                     |
| rs712114468 | C/A        | L/M        | 47                     |
| rs697981471 | A/G        | T/A        | 48                     |
| rs692611647 | C/T        | P/L        | 79                     |
| rs791922124 | C/G        | L/V        | 82                     |
| rs705710795 | G/A        | V/M        | 83                     |
| rs691641734 | A/G        | Q/R        | 86                     |
| rs701329242 | T/G        | S/A        | 87                     |
| rs708107540 | G/A        | R/K        | 90                     |
| rs700399864 | G/A        | V/I        | 95                     |
| rs696030017 | A/G        | M/V        | 105                    |
| rs702430735 | C/T        | A/V        | 106                    |
| rs694959355 | G/T        | V/F        | 108                    |
| rs704678215 | T/C        | V/A        | 108                    |
| rs711432320 | G/A        | V/M        | 110                    |
| rs703836470 | C/A        | H/N        | 128                    |
| rs696400829 | A/G        | M/V        | 133                    |
| rs343486793 | G/A        | R/H        | 139                    |
| rs691515931 | C/T        | L/F        | 140                    |
| rs698320974 | A/C        | D/A        | 142                    |
| rs690941402 | G/A        | V/I        | 151                    |
| rs710156135 | G/A        | V/I        | 152                    |
| rs692927346 | T/C        | S/P        | 154                    |
| rs704607334 | A/T        | M/L        | 163                    |
| rs708367233 | G/A        | V/M        | 164                    |
| rs694318434 | T/C        | V/A        | 164                    |
| rs713669102 | G/A        | R/K        | 165                    |
| rs698208247 | C/A        | A/D        | 182                    |
| rs706898150 | C/A        | L/I        | 184                    |
| rs707452579 | C/T        | T/I        | 192                    |
| rs343067006 | G/A        | A/T        | 202                    |
| rs326257658 | C/T        | A/V        | 202                    |
| rs692232368 | C/T        | T/I        | 203                    |
| rs337710103 | C/A        | S/Y        | 219                    |
| rs320520502 | A/T        | T/S        | 224                    |
| rs694240591 | C/T        | A/V        | 229                    |
| rs331786858 | A/G        | K/R        | 236                    |
| rs710522888 | C/T        | T/I        | 265                    |
| rs712648965 | C/T        | S/F        | 267                    |
| rs335632536 | G/T        | S/I        | 271                    |
| rs331139591 | T/C        | V/A        | 281                    |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S2. Mutant primer sequences.**

| Mutant site | Primer sequence                                         | Primer length |
|-------------|---------------------------------------------------------|---------------|
| P79L        | Forward primer: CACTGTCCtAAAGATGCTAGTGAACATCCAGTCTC     | 35            |
|             | Reverse primer: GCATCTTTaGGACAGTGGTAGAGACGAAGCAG        | 32            |
| M105G       | Forward primer: TgTGGCTTTTGTGAGTGGATGATTTCCTCC          | 32            |
|             | Reverse primer: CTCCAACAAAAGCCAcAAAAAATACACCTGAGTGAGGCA | 41            |
| G108F       | Forward primer: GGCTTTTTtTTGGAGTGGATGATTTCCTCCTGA       | 32            |
|             | Reverse primer: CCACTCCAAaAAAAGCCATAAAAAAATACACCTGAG    | 37            |
| M133V       | Forward primer: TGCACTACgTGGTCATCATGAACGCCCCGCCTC       | 32            |
|             | Reverse primer: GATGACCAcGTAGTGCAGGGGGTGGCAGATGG        | 32            |
| F178A       | Forward primer: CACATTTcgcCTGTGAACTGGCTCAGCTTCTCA       | 33            |
|             | Reverse primer: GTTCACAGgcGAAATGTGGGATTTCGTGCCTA        | 33            |
| N195A       | Forward primer: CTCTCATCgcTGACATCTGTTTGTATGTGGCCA       | 34            |
|             | Reverse primer: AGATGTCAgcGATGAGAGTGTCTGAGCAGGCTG       | 35            |
| L199A       | Forward primer: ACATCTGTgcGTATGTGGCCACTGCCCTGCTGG       | 34            |
|             | Reverse primer: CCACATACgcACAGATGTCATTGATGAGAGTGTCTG    | 36            |
| A202T       | Forward primer: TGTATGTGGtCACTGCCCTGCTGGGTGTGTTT        | 32            |
|             | Reverse primer: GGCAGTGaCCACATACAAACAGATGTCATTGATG      | 34            |
| A202V       | Forward primer: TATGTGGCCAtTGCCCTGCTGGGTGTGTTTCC        | 33            |
|             | Reverse primer: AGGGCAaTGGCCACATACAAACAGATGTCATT        | 32            |
| T203A       | Forward primer: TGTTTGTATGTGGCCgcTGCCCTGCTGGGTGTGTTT    | 36            |
|             | Reverse primer: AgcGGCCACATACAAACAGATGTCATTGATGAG       | 33            |
| P210A       | Forward primer: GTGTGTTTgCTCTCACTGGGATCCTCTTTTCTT       | 33            |
|             | Reverse primer: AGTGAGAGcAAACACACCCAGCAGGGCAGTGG        | 33            |
| Y278A       | Forward primer: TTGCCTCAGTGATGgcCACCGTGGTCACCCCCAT      | 34            |
|             | Reverse primer: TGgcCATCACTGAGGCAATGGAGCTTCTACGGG       | 33            |
| T279A       | Forward primer: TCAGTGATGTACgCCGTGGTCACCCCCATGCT        | 32            |
|             | Reverse primer: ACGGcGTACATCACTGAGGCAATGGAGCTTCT        | 32            |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S3. Summary of sequencing data.**

| Sample         | Glean Reads | Clean Base (Gb) | Q30 (%) | GC content (%) |
|----------------|-------------|-----------------|---------|----------------|
| Control 1      | 258882102   | 38.10           | 93.36   | 50.37          |
| Control 2      | 251804028   | 36.87           | 93.51   | 51.14          |
| Control 3      | 237809464   | 35.04           | 93.34   | 52.24          |
| Control 4      | 265404112   | 38.80           | 93.85   | 51.01          |
| Androstenone 1 | 226943322   | 33.31           | 93.44   | 51.46          |
| Androstenone 2 | 269669422   | 39.20           | 93.97   | 51.07          |
| Androstenone 3 | 234642086   | 34.30           | 94.50   | 51.17          |
| Androstenone 4 | 220055618   | 32.17           | 93.61   | 51.10          |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S4. GO Ontology annotation of upregulated genes in the androstenone treatment group compared to control group.**

| GO ID       | Description                                                            | Log (q-value) | Number of genes |
|-------------|------------------------------------------------------------------------|---------------|-----------------|
| GO: 0006959 | Humoral immune response                                                | -19.83410991  | 45              |
| GO: 0033141 | Positive regulation of peptidyl-serine phosphorylation of STAT protein | -16.38263234  | 15              |
| GO: 0002443 | Leukocyte mediated immunity                                            | -15.40632335  | 53              |
| GO: 0033139 | Regulation of peptidyl-serine phosphorylation of STAT protein          | -15.21546223  | 15              |
| GO: 0002323 | Natural killer cell activation involved in immune response             | -14.97619381  | 17              |
| GO: 0042501 | Serine phosphorylation of STAT protein                                 | -14.97619381  | 15              |
| GO: 0002449 | Lymphocyte mediated immunity                                           | -13.422997    | 44              |
| GO: 0034340 | Response to type I interferon                                          | -13.37813615  | 23              |
| GO: 0060337 | Type I interferon-mediated signaling pathway                           | -13.17126356  | 22              |
| GO: 0019724 | B cell mediated immunity                                               | -13.17126356  | 33              |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S5. GO Ontology annotation of downregulated genes in the androstenone treatment group compared to control group.**

| GO ID       | Description                                                   | Log (q-value) | Number of genes |
|-------------|---------------------------------------------------------------|---------------|-----------------|
| GO: 0030198 | Extracellular matrix organization                             | -23.68654956  | 77              |
| GO: 0043062 | Extracellular structure organization                          | -23.68654956  | 77              |
| GO: 0045229 | External encapsulating structure organization                 | -23.68654956  | 77              |
| GO: 0001503 | Ossification                                                  | -20.4743278   | 85              |
| GO: 0060348 | Bone development                                              | -17.85757612  | 54              |
| GO: 0050907 | Detection of chemical stimulus involved in sensory perception | -13.5454501   | 76              |
| GO: 0060349 | Bone morphogenesis                                            | -13.2384799   | 32              |
| GO: 0030199 | Collagen fibril rganization                                   | -12.82424444  | 26              |
| GO: 0061448 | Connective tissue development                                 | -11.47314143  | 53              |
| GO: 0007608 | Sensory perception of smell                                   | -10.61956335  | 68              |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S6. KEGG pathway enrichment analysis of upregulated genes in the androsthenone treatment group compared to control group.**

| KEGG ID  | Description                               | Log (q-value) | Number of genes |
|----------|-------------------------------------------|---------------|-----------------|
| hsa05320 | Autoimmune thyroid disease                | -18.09        | 22              |
| has04060 | Cytokine-cytokine receptor interaction    | -13.77        | 39              |
| hsa05164 | Influenza A                               | -11.06        | 27              |
| hsa04622 | RIG-I-like receptor signaling pathway     | -10.61        | 18              |
| hsa04623 | Cytosolic DNA-sensing pathway             | -10.61        | 19              |
| hsa04217 | Necroptosis                               | -10.51        | 25              |
| hsa05160 | Hepatitis C                               | -10.51        | 25              |
| hsa05169 | Epstein-Barr virus infection              | -10.51        | 28              |
| hsa04650 | Natural killer cell mediated cytotoxicity | -10.44        | 23              |
| hsa04620 | Toll-like receptor signaling pathway      | -9.62         | 20              |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S7. KEGG pathway enrichment analysis of downregulated genes in the androsthenone treatment group compared to control group.**

| KEGG ID  | Description                           | Log (q-value) | Number of genes |
|----------|---------------------------------------|---------------|-----------------|
| hsa04740 | Olfactory transduction                | -20.82        | 69              |
| hsa04512 | ECM-receptor interaction              | -11.71        | 24              |
| hsa04820 | Cytoskeleton in muscle cells          | -7.81         | 37              |
| hsa04974 | Protein digestion and absorption      | -5.81         | 23              |
| hsa04742 | Taste transduction                    | -5.44955      | 20              |
| hsa05320 | Autoimmune thyroid disease            | -4.26409      | 14              |
| hsa05165 | Human papillomavirus infection        | -3.50         | 40              |
| hsa04622 | RIG-I-like receptor signaling pathway | -3.38         | 15              |
| hsa04151 | PI3K-Akt signaling pathway            | -3.10         | 41              |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S8. Downregulated OR genes in the androsthenone treatment group  
compare to control group.**

| Gene ID            | Name   | log2 (FoldChange) | P value     |
|--------------------|--------|-------------------|-------------|
| ENSSSCG00000038356 | OR8D2  | 4.565840098       | 0.027373691 |
| ENSSSCG00000056646 | OR8K5  | 4.227796248       | 0.007690141 |
| ENSSSCG00000006447 | OR10Z1 | 3.896149867       | 0.00520255  |
| ENSSSCG00000011986 | OR5K4  | 3.818111613       | 0.035178403 |
| ENSSSCG00000031699 | OR2T27 | 3.597245341       | 0.038938433 |
| ENSSSCG00000030598 | OR12D3 | 3.592534976       | 0.048621126 |
| ENSSSCG00000037492 | OR8D1  | 3.581020817       | 0.014082766 |
| ENSSSCG00000025197 | OR11H7 | 3.521132633       | 0.015417397 |
| ENSSSCG00000061093 | OR10A6 | 3.350041771       | 0.019640275 |
| ENSSSCG00000031270 | OR2D2  | 3.280979837       | 0.014184242 |
| ENSSSCG00000055677 | OR2M3  | 3.189755654       | 0.029710559 |
| ENSSSCG00000013122 | OR10V1 | 3.189714019       | 0.029713542 |
| ENSSSCG00000014764 | OR51E2 | 3.028408536       | 0.035834529 |
| ENSSSCG00000015146 | OR6X1  | 2.99469681        | 0.037501192 |
| ENSSSCG00000055267 | OR52B2 | 2.345334735       | 0.028907367 |

# Supplementary material for: Identification of Olfactory Receptors Responding to Androstenone and the Key Structure Determinant in Domestic Pig
**Source:** Curr Issues Mol Biol. 2024 Dec 30;47(1):13. doi: 10.3390/cimb47010013
**Supplement:** Supplementary file 1

**Table S9. Downregulated OR-like genes in the androstenone treatment group compared to control group.**

| Gene ID            | log2(Fold Change) | P value  | Human gene ID   | Human gene     | Identical to human gene (%) |
|--------------------|-------------------|----------|-----------------|----------------|-----------------------------|
| ENSSSCG00000060054 | -5.2268           | 1.97E-05 | ENSG00000284733 | <i>OR4F29</i>  | 83.3333                     |
| ENSSSCG00000039436 | -5.19793          | 0.001952 | ENSG00000198678 | <i>OR5BS1P</i> | 81.3505                     |
| ENSSSCG00000046333 | -1.94529          | 0.002453 | ENSG00000239590 | <i>OR1J4</i>   | 69.0096                     |
| ENSSSCG00000058733 | -4.04275          | 0.002566 | ENSG00000197454 | <i>OR2L5</i>   | 82.3718                     |
| ENSSSCG00000058088 | -4.82097          | 0.003528 | ENSG00000172362 | <i>OR5B12</i>  | 82.1656                     |
| ENSSSCG00000058680 | -4.52457          | 0.003567 | ENSG00000174667 | <i>OR7D4</i>   | 79.4872                     |
| ENSSSCG00000056303 | -4.24835          | 0.00419  | ENSG00000177275 | <i>OR2AJ1</i>  | 75.9146                     |
| ENSSSCG00000059167 | -3.89615          | 0.005203 | ENSG00000258817 | <i>OR4C13</i>  | 81.2298                     |
| ENSSSCG00000061943 | -3.8045           | 0.008334 | ENSG00000258817 | <i>OR4C13</i>  | 79.9353                     |
| ENSSSCG00000055049 | -3.873            | 0.010074 | ENSG00000181371 | <i>OR5M8</i>   | 77.8135                     |
| ENSSSCG00000032427 | -4.95848          | 0.0107   | ENSG00000204701 | <i>OR2J3</i>   | 86.4952                     |
| ENSSSCG00000062340 | -3.70279          | 0.012627 | ENSG00000239590 | <i>OR1J4</i>   | 81.7891                     |
| ENSSSCG00000056920 | -3.60718          | 0.012907 | ENSG00000205327 | <i>OR6C68</i>  | 80.7692                     |
| ENSSSCG00000054065 | -1.90157          | 0.013875 | ENSG00000260811 | <i>OR4C45</i>  | 76.1438                     |
| ENSSSCG00000060618 | -1.90157          | 0.013875 | ENSG00000260811 | <i>OR4C45</i>  | 76.1438                     |
| ENSSSCG00000002608 | -3.58102          | 0.014083 | ENSG00000130538 | <i>OR11H1</i>  | 83.4921                     |
| ENSSSCG00000048467 | -3.58102          | 0.014083 | ENSG00000184140 | <i>OR4F6</i>   | 80.1282                     |
| ENSSSCG00000053998 | -3.50728          | 0.014692 | ENSG00000260811 | <i>OR4C45</i>  | 76.4706                     |
| ENSSSCG00000058019 | -3.50728          | 0.014692 | ENSG00000260811 | <i>OR4C45</i>  | 76.4706                     |
| ENSSSCG00000053334 | -3.43783          | 0.016766 | ENSG00000197454 | <i>OR2L5</i>   | 85.2564                     |
| ENSSSCG00000027732 | -2.6288           | 0.016876 | ENSG00000239590 | <i>OR1J4</i>   | 81.4697                     |
| ENSSSCG00000055916 | -3.38805          | 0.0185   | ENSG00000188124 | <i>OR2AG2</i>  | 78.481                      |
| ENSSSCG00000046773 | -3.38805          | 0.0185   | ENSG00000197887 | <i>OR1S2</i>   | 81.0897                     |
| ENSSSCG00000035930 | -3.38805          | 0.0185   | ENSG00000174982 | <i>OR4S2</i>   | 86.4952                     |
| ENSSSCG00000040376 | -3.43649          | 0.018788 | ENSG00000155249 | <i>OR4K1</i>   | 88.4244                     |
| ENSSSCG00000039981 | -3.35004          | 0.01964  | ENSG00000258817 | <i>OR4C13</i>  | 79.6116                     |
| ENSSSCG00000013832 | -3.39616          | 0.025173 | ENSG00000127529 | <i>OR7C2</i>   | 76.8025                     |
| ENSSSCG00000041443 | -4.86953          | 0.025219 | ENSG00000169488 | <i>OR4K15</i>  | 92.284                      |
| ENSSSCG00000031124 | -3.2684           | 0.025635 | ENSG00000204701 | <i>OR2J3</i>   | 85.209                      |
| ENSSSCG00000061665 | -4.44704          | 0.028224 | ENSG00000258817 | <i>OR4C13</i>  | 78.9644                     |
| ENSSSCG00000053476 | -4.44704          | 0.028224 | ENSG00000280314 | <i>OR8K3</i>   | 70.8333                     |
| ENSSSCG00000052015 | -3.1365           | 0.031638 | ENSG00000127529 | <i>OR7C2</i>   | 77.743                      |
| ENSSSCG00000048781 | -4.01002          | 0.032494 | ENSG00000182652 | <i>OR4Q3</i>   | 82.243                      |
| ENSSSCG00000053813 | -4.00656          | 0.032539 | ENSG00000182070 | <i>OR52A1</i>  | 80.1282                     |
| ENSSSCG00000052403 | -3.81811          | 0.035178 | ENSG00000244623 | <i>OR2AE1</i>  | 81.4241                     |
| ENSSSCG00000032913 | -3.02841          | 0.035834 | ENSG00000196240 | <i>OR2T2</i>   | 86.4198                     |
| ENSSSCG00000038894 | -3.02841          | 0.035834 | ENSG00000204701 | <i>OR2J3</i>   | 88.1029                     |
| ENSSSCG00000039603 | -3.02841          | 0.035835 | ENSG00000181939 | <i>OR4C15</i>  | 68.9873                     |

**Table S9. Downregulated OR-like genes in the androstenone treatment group compared to control group (extend).**

| Gene ID            | log2(Fold Change) | P value  | Human gene stable ID | Human gene    | Identical to human gene (%) |
|--------------------|-------------------|----------|----------------------|---------------|-----------------------------|
| ENSSSCG00000033365 | -3.02841          | 0.035835 | ENSG00000181939      | <i>OR4C15</i> | 80.0633                     |
| ENSSSCG00000031126 | -3.00816          | 0.036799 | ENSG00000184140      | <i>OR4F6</i>  | 83.9744                     |
| ENSSSCG00000033981 | -3.43985          | 0.037009 | ENSG00000166884      | <i>OR4D6</i>  | 58.9172                     |
| ENSSSCG00000062986 | -2.9947           | 0.037501 | ENSG00000197454      | <i>OR2L5</i>  | 83.9744                     |
| ENSSSCG00000037848 | -2.9947           | 0.037501 | ENSG00000280236      | <i>OR12D2</i> | 82.7362                     |
| ENSSSCG00000052877 | -2.9947           | 0.037501 | ENSG00000280236      | <i>OR12D2</i> | 81.1075                     |
| ENSSSCG00000035550 | -3.59725          | 0.038938 | ENSG00000155249      | <i>OR4K1</i>  | 89.3891                     |
| ENSSSCG00000048482 | -3.59725          | 0.038938 | ENSG00000177201      | <i>OR2T12</i> | 72.1875                     |
| ENSSSCG00000060285 | -3.5967           | 0.03896  | ENSG00000176495      | <i>OR5AN1</i> | 79.7428                     |
| ENSSSCG00000039428 | -4.37778          | 0.03936  | ENSG00000212807      | <i>OR2A42</i> | 81.9355                     |
| ENSSSCG00000047332 | -2.96093          | 0.040182 | ENSG00000197454      | <i>OR2L5</i>  | 80.7692                     |

How the deposited data were processed for this re-analysis (not part of the article)

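RNA-seq was made from the olfactory epithelium of 4 sows, 2 sprayed with androstenone and 2 not, with 2 libraries per sow. The authors cleaned the reads with fastp 0.23.1 and quantified them with Kallisto 0.48.0 on the Sscrofa11.1 transcripts of Ensembl release 108. The authors deposited, per gene and library, an estimated count that need not be whole and is not normalized. They also deposited TPM values, which are scaled for transcript length and library total. How transcript values were summed to genes is not given in the sources used here.

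The estimated counts were rounded to whole numbers. Of the 22516 genes, 1157 had an estimate of 0 in all 8 libraries, and 21318 had at least 1 count after rounding and were tested. Gene names came from a name table, which matched 15527 of the 22516 identifiers, and from Tables S8 and S9. OBP2A, OBP2B, CNGB1 and OMP matched no identifier and were not analysed here. Coordinates came from the RefSeq annotation of Sscrofa11.1.

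Depth was 4178330 counts in control 1 and 81580146 to 100685566 in the other 7 libraries, so that values of control 1 carry the widest counting error. Floors and sums over OR genes were scaled to the library total, and CPM of single genes to the library total times its TMM factor. Counts were normalized with TMM and tested with edgeR 4.0.16 (quasi-likelihood test, condition as the only term, all 8 libraries) in R 4.3.3. The paper's text names edgeR with p below 0.05 and an absolute log2 fold change of at least 1, and names no edgeR test, filter or adjustment. The p-values were used unadjusted, as at that cutoff, and adjusted by Benjamini-Hochberg. A standard error is the absolute log2 fold change over the square root of F, the statistic of the quasi-likelihood test. It is not given where a group has 0 counts. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation, and fry (limma 3.58.1). Single values per library were compared with exact permutation tests over 70 assignments, two-sided unless stated, with Python 3.11.15 and scipy 1.17.1. Intervals are 95% exact binomial intervals, and floors are 3 counts over the group unless stated per library.

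The design, the main test, the 8 gene lists of olfactory transduction, immature olfactory neurons, bone and cartilage, interferon response, lymphocytes, respiratory ciliated cells, nasal glands and immediate early genes, and the alternatives below were set before the data were examined. The paper's tables had been seen by then. The genes named one by one are the 7 cloned OR genes, SEMA7A, OBP2A, OBP2B, CNGA2 and CNGB1, and the 3 genes with the smallest p in each direction among those past a log2 fold change of 1 with no overlap between the groups. The values of Tables S8 and S9 had been seen when this rule was written.

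The alternatives were edgeR's exact test and likelihood ratio test, DESeq2 1.42.0, limma voom, RLE normalization, library size only, filterByExpr, a minimum of 10 counts, counts not rounded, limma on log2(TPM + 0.1) and log2(TPM + 1), the replicate number as a block, counts summed per sow over the 9 possible pairings, p below 0.01, and each library left out in turn. Sums over OR genes on TMM-scaled totals, over OR symbols alone and with the 3 genes of most counts removed, and list tests on counts summed per sow, were added after the values were seen. The edgeR tests were checked on simulated counts of 21117 genes made from the real means and library sizes, with 200 genes changed. At the paper's cutoff the quasi-likelihood test recovered 94% of them with 616 false calls, the exact test 95% with 673, the likelihood ratio test 95% with 823, DESeq2 95% with 616 and limma voom 94.5% with 645. Of the false calls, 71, 38, 137, 4 and 55 in that order were genes with under 20 counts. After adjustment the tests recovered 61.5%, 81%, 81.5%, 82.5% and 62.5%, with 5, 56, 68, 68 and 11 false calls. The changed genes were drawn only from genes with many counts and were changed by large folds. The simulated libraries were independent, with no difference between sows. The recovery therefore does not apply to genes with few counts, such as most OR candidates, and the false calls leave out differences between sows. The luciferase, docking and variant data of the paper were not analysed here.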

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

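The test of clean reads against counts for control 1 was chosen after the result was seen, and the test on thinned libraries before.

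The summed count of control 1, 4178330, stood far from those of the other control libraries (by Dixon's test of the gap to the nearest library at the 95% level). In all, 9 of the 50 groups of 4 libraries examined held such a value, where chance gives about 2.5. The paper's Table S3 lists clean reads for control 1 at 108.9% of the median of the other libraries, which argues against fewer reads having been sequenced. Its 18205 genes with a count lay within the 17398 to 18429 genes that the other libraries kept when thinned at random to the same total. This is consistent with counts made from a part of the reads of an ordinary library, but which step lost the others was not tested. A biological explanation for a total count was not tested.

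Within the control group, 1 library also stood apart in CPM of OR2D2 (0.0982 in control 2), OR8D2 (0.12 in control 2), OR6X1 (0.0313 in control 3), OR8D1 (0.0602 in control 4) and OR10V1 (0.0451 in control 4). Of OR2D2 the same held in the androstenone treatment group (0.0111 in androstenone 3). These values rest on 1 to 11 counts each. A gene with counts in 1 library of 4 always stands apart in this way, so that, apart from OR2D2 in the control group, which had counts in 3 libraries, this follows from the low counts. Of the 64 candidates, 35 had all control counts in 1 library, where counting error alone gives 2.19. Whether reads of single libraries produced the pattern cannot be told apart from real differences between the sides or sows, because a spread between single libraries beyond counting error arises from both.

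AADAC was at 0.205 CPM in control 1, against at most 0.0327 in the other control libraries, and at 9.99 to 20.2 in the androstenone libraries. In control 1, 0.205 CPM is under the 0.718 CPM (of the library total) that a count of 0 allows there, so it is not distinguishable from the other control libraries at that depth. SEMA7A was at 54.6 CPM in androstenone 4, against 19.9 to 24.2 in the other androstenone libraries, and no explanation for it was tested.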

How the results depend on the processing

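The likelihood ratio and exact tests on counts not rounded, and the summed OR CPM on TMM-scaled totals, over OR symbols alone and with 3 genes removed, and the list tests on counts summed per sow, were chosen after the result was seen, and the other alternatives were planned.

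From 1368 DEGs (434 up, 934 down), the number moved by over 1.5 times under limma on log2(TPM + 0.1) (718, with 422 down), under limma on log2(TPM + 1) (319, with 152 up and 167 down) and at p below 0.01 (368). With limma voom, 602 were down. With counts summed per sow, the 9 possible pairings gave 368 to 1696 DEGs, with 173 to 722 up and at least 195 down. With each library left out, the total was 867 to 2414, up 263 to 951 and down 565 to 1463. The libraries behind this are control 3 (2414, 951 and 1463 without it), control 4 (263 up), androstenone 1 (867, 565 down) and androstenone 2 (881, 584 down). The cause was not tested. More DEGs were down than up in all 8 fits with a library left out, but not in 2 of the 9 sow pairings, with 432 up and 335 down, and 429 up and 304 down.

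At an adjusted p, where edgeR's quasi-likelihood test gave 0 DEGs, the exact test gave 151 (67 up, 84 down), the likelihood ratio test 197 (83 up, 114 down), DESeq2 386 (149 up, 237 down), library size only 1 (1 up) and log2(TPM + 0.1) 2 (2 up). On counts not rounded, the exact test gave 152 (67 up, 85 down) and the likelihood ratio test 197 (83 up, 114 down). Leaving out any library kept the quasi-likelihood count at 0, with 867 or more genes at the unadjusted cutoff.

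The candidates called fell from 21 of 64 to 10 with the exact test and 7 with DESeq2, and rose to 64 with the likelihood ratio test. At 10 or more counts, which keeps 19 of them, 13 were called. With log2(TPM + 0.1) 4 were called, and with log2(TPM + 1) 0. These 2 scales shrink the folds of genes with few counts (pig OR7D4 at -0.0796 with log2(TPM + 1)), so few calls were largely set in advance there. With filterByExpr, which keeps 2 of them, 1 was called. On counts not rounded, the exact test called 10 and the likelihood ratio test 64. The sow pairings gave 1 to 7. Leaving out a library gave 7 to 20, with 7 without control 1, 7 without control 2, 9 without androstenone 1, 9 without androstenone 2, 11 without androstenone 3 and 12 without androstenone 4. All 64 genes rest on few counts, which limits what depth can show.

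With the replicate number as a replicate block, there were 583 DEGs (282 up, 301 down) and 2 candidates. The deviations of same-numbered libraries correlated at -0.0351, -0.498, -0.599 and 0.173, so that the numbers did not pair the libraries.

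OR genes among the downregulated DEGs numbered 21, 65 with the likelihood ratio test, 13 at 10 or more counts, 0 at an adjusted p (quasi-likelihood) and 3 with an OR symbol only (11 with the likelihood ratio test). They numbered 7 to 22 with a library left out, and 7 without control 1 and without control 2. Genes described as olfactory receptor in a reference were a planned definition that was not run, because the tables used hold no descriptions. The log2 ratio of summed OR CPM, -0.88, was -1.62 in TPM, -0.94 per transduction counts and -1.08 to -0.69 with a library left out, with the groups apart in the first 2 and without control 4 (-1.08). On TMM-scaled totals it was -0.87, and -0.64 over OR symbols alone, with the groups apart in both, while over OR symbols alone on library totals (-0.64) they overlapped. With the 3 OR genes with most counts removed it was -1.94, and -1.93 on TMM-scaled totals, with the groups apart in both.

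The median log2 fold change of the OR genes (-3.03) was -1.77 with limma voom, -0.28 with log2(TPM + 0.1), -0.041 with log2(TPM + 1) and -3.90 to -3.81 over the sow pairings, and with an estimated correlation -3.03 was not past the threshold. That of the genes with an OR symbol (-0.98) was -0.20 and -0.033 on the 2 TPM scales and -0.46 with filterByExpr, which kept 5 of them. It ranged from -1.73 to -0.081 with a library left out. The camera call was lost with filterByExpr and without control 2 (-0.081), and -0.98 was not past the threshold under fry or an estimated correlation. That of the bone and cartilage genes (-4.35) was -2.40, -2.15 and -2.06 with voom and the 2 TPM scales, and -4.35 was not past the threshold under fry or an estimated correlation. The immature neuron genes went from 0.14 to -0.49 in the lowest sow pairing. Neither -0.29 for immediate early genes nor 0.39 for lymphocyte genes passed under fry or an estimated correlation. With a library left out, the former ranged from -0.68 to -0.051 and lost the camera call, at an adjusted p, without control 2 (-0.24), control 4 (-0.051), androstenone 1 (-0.17), androstenone 3 (-0.19) or androstenone 4 (-0.52). The latter ranged from 0.23 to 0.61 and lost it without control 3 (0.26), control 4 (0.23) or androstenone 4 (0.32). The ciliated cell genes ranged from -0.34 to 0.87, past the threshold only without control 3 (0.87). The interferon response genes kept their direction and the call in every fit with a library left out (0.99 to 1.41). On counts summed per sow, camera called all OR genes and the bone, lymphocyte and interferon genes in all 9 pairings, the immediate early genes in 8 and the genes with an OR symbol in 7, while fry called interferon genes in 2, immediate early genes in 2 and the other 4 of these lists in 0. Of the lists camera did not call, fry called nasal gland genes in 2 and olfactory transduction genes in 1.

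Over all alternatives, 681 values kept their direction and their side of the threshold, which for single genes was an adjusted p, or for counts stayed within 1.5 times; 70 moved, 40 passed the threshold and 22 no longer did. At the unadjusted cutoff, pig OR7D4 and SEMA7A lost the call in several of these fits. With RLE normalization and library size only, the median of all genes moved by -0.023 and 0.03. DESeq2, limma voom and the TPM fits gave medians without a set test. The 7 cloned OR genes were below 0 in every fit that kept them.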

Differences from the paper's values

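The likelihood ratio and exact tests on counts not rounded were chosen after the result was seen.

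The paper reports 15 downregulated OR genes in Table S8, and edgeR's quasi-likelihood test called 4 of them. The paper reports 49 downregulated OR-like genes in Table S9, of which the quasi-likelihood test called 17. Of the alternatives set before the data were examined, edgeR's likelihood ratio test gave 15 and 49, the paper's values. The exact test gave 2 and 8, DESeq2 1 and 6, limma voom 3 and 16, RLE normalization 4 and 17, library size only 4 and 12, filterByExpr 0 and 1, at least 10 counts 2 and 11, counts not rounded 4 and 13, log2(TPM + 0.1) 0 and 4, and log2(TPM + 1) 0 and 0, all different from the paper's by over 1.5 times. The same held for every fit with a library left out, with 1 to 5 genes of Table S8 and 5 to 16 of Table S9, for the fit with the replicate block (0 and 2) and for the 9 sow pairings (0 to 1 and 1 to 6).

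The likelihood ratio test on counts not rounded, chosen after seeing the values, also gave 15 and 49 and drops 0 of the paper's 64 called genes. Its log2 fold changes differed from the paper's by a median of 4.96e-05 and at most 0.00867. It gave 1996 DEGs, 597 up and 1399 down, beside the paper's 1993, 596 and 1397. The planned likelihood ratio test gave 1978, 579 and 1399, and the quasi-likelihood test 1368, 434 and 934, which is within 1.5 times of the paper's values. Of the other alternatives set before the data were examined, the total was also within 1.5 times with the exact test (1608), DESeq2 (1489), RLE normalization (1387), counts not rounded (1368), 2 of the 8 fits with a library left out (2414 without control 3, 1359 without androstenone 4) and 4 of the 9 sow pairings. It differed by over 1.5 times with limma voom (978), library size only (1217), filterByExpr (1085), at least 10 counts (1292), the replicate block (583), log2(TPM + 0.1) (718), log2(TPM + 1) (319), p below 0.01 (368), the other 6 fits with a library left out (867 to 1317) and the other 5 sow pairings (368 to 853). The exact test on counts not rounded, also chosen after seeing the values, gave 2 and 8, dropping 54 of the 64.

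Table S8 is titled as downregulated genes but prints all 15 log2 fold changes as positive, while Table S9 prints all 49 as negative. Read as control over androstenone, the values of Table S8 have the sign found here. For pig OR7D4, the paper's log2 fold change is -4.52 and the quasi-likelihood fit gave -4.57. With 0 counts in every androstenone library both values are set by the prior count, so that their closeness does not bear on the size of the difference, and limma voom gave -2.71.

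The paper states that the samples clustered by group. Here the groups held 19.1% of the squared distances, and 6 of 35 divisions of the libraries held as much. The paper states that OR10V1 was significantly downregulated. In the quasi-likelihood test its unadjusted p was 0.122, and the likelihood ratio test gave 0.0295. The same holds for OR6X1 (0.109 and 0.0373), OR8D1 (0.106 and 0.014) and OR8D2 (0.0638 and 0.0265), which are in Table S8.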

Other observations

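The tests against other divisions of the libraries for DEGs, candidates and OR-symbol calls were chosen after the result was seen, as were those on single control libraries, bone tissue, the first component, lymphocytes, sows, neurons and pairs of libraries. Those on list medians over divisions and on control 2 were chosen before.

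Of the 35 divisions of the 8 libraries into 4 against 4, 6 gave as many DEGs as the real one in edgeR's quasi-likelihood test, 6 gave as many in 1 direction as were downregulated, and 6 gave as many by the likelihood ratio test. For OR genes with an OR symbol in the likelihood ratio test, 7 of 35 splits gave as many. Chance cannot be excluded for these counts. At an adjusted p the quasi-likelihood test gave 0 genes (1368 at the unadjusted cutoff, 197 adjusted by the likelihood ratio test), a count that all 35 splits reach, so that this comparison decides nothing. For the candidates of Tables S8 and S9, 1 of 35 splits, the real one, gave as many, but the list was made from the real split, so that this decides nothing.

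A hypothesis is that the share of ciliated respiratory epithelium in the tissue parts the libraries. The first component, made without the genes of the lists, followed the level of the respiratory ciliated cell genes over the 8 libraries (Pearson's r = 0.943, permutation p = 0.0026; Spearman's rho = 0.881, permutation p = 0.0072), and without the 2 libraries farthest out r was 0.921. This was the only relation of its kind computed. FOXJ1 went from 146 to 942 CPM over the libraries. The median log2 fold change of the genes of this list was 0.05, as far from 0 in 33 of 35 splits. Of its genes, 4 were lower and 5 higher in the androstenone treatment group. The median CPM over its genes was 246 in the control group and 157 in the androstenone treatment group. The list's mean log2 level overlapped between the groups (exact permutation p = 0.857). The division with control 1, control 3, androstenone 1 and androstenone 2 on the same side gave 3705 genes at the paper's cutoff and 1692 at an adjusted p. How the tissue was dissected may play a part, but this was not tested, and a biological difference in cell makeup stays open.

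OR genes had few counts in all libraries. The olfactory transduction genes were at a median of 7.78 CPM in the control libraries, against 246 CPM for the ciliated cell genes. GNG13 was at 0.0327 to 0.205 CPM, RTP1 at 0 to 0.109 and LHX2 at 0 to 0.0982. This is consistent with few olfactory sensory neurons in the sampled tissue, although ANO2 and STOML3 reached 292 and 224 CPM, OMP was not analysed, and the respiratory epithelium may also express some genes of this list. Reads lost at near-identical OR copies stay open, and no biological explanation was tested.

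Of the counts of 34 OR-symbol genes with 3 to 20 counts over the libraries, 49.5% lay in control 2. For 1242 other genes with as few counts the share was 28.4%, and 0.02% of 10000 random lists of 34 such genes reached the share of the OR genes. This argues against more low-level counts of every kind in control 2 as the whole cause. More neurons in that library and a difference between sows stay open, as untested.

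The interferon response genes were higher in the androstenone treatment group, 14 of 14, with a median log2 fold change of 1.17 that 1 of 35 splits, the real one, reached. Table S4 of the paper, made from the real split, names interferon terms, and the list was set after it was read, so that this does not exclude chance. The list's mean log2 level separated the groups (exact permutation p = 0.0286, 0.143 adjusted over 10 lists). Of its genes, 8 passed when adjusted over the list alone and 0 over all genes in the quasi-likelihood test, with 11 at an unadjusted p under 0.05. The camera call (adjusted p = 5.3e-18) held under fry (p = 0.0070) and an estimated correlation (p = 0.0236). The lymphocyte genes overlapped between the groups (median log2 fold change 0.39, 11 of 35 splits as far from 0, a list also set after Table S4 was read; exact permutation p = 0.343), which leaves open whether more lymphocytes could contribute. With counts summed per sow, the median stayed between 1.04 and 1.35 over the 9 possible pairings of the libraries. The camera call held in all 9, but fry was past the threshold in 2 (p between 0.0239 and 0.196) and camera with an estimated correlation in 0 (p between 0.0799 and 0.217). An exact test of 2 sows against 2 allows no p under 0.333. A difference between sows therefore cannot be told apart from the treatment, because the call rests on the assumed correlation between genes and which libraries share a sow is not given.

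The bone and cartilage genes were lower, 14 of 14, with a median log2 fold change of -4.35, and 3 of 35 splits were as far from 0, which decides nothing because the list was set after Table S5, which names such terms, was read. Control 4 held COL1A1 at 145059 CPM, against 3011 to 12522 in the other control libraries. Without control 4 the median was -0.60 (exact permutation p = 0.171 over 7 libraries; camera p = 0.000864, fry p = 0.135). Bone tissue in control 4 may account for most of the size, but whether a fall remains without it cannot be told apart from the spread of the other libraries. The rule behind this reading was changed after the value was seen. A fixed threshold had argued against bone tissue as the cause and another rule for it, and the exact test, which leaves it open, replaced both.

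The medians of the other lists did not stand apart from other splits. That of the olfactory transduction genes (-0.13) was as far from 0 in 17 of 35 splits, of the immature olfactory neuron genes (0.14, camera downward) in 25, of the immediate early genes (-0.29) in 15, of the nasal gland genes (0.03, mean -0.67) in 33 and of the OR genes with an OR symbol (-0.98) in 13. Members of these lists go both ways, and a median does not show single genes. Of the immediate early genes (mean -0.63), 5 of 7 were lower, 3 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone, with 0 over all genes in the quasi-likelihood test. Named after their values were seen, the 3 were EGR1 (-1.43, unadjusted p = 0.00221, with no overlap between the groups), FOS (-1.17, unadjusted p = 0.00833) and NR4A1 (-1.63, unadjusted p = 0.0325). The list's mean log2 level overlapped between the groups (exact permutation p = 0.257). The median of all OR genes (-3.03) was reached by 1 of 35 splits, but part of the list was made from the real split. The set tests of all OR genes and of those with an OR symbol gave p = 0.0203 and p = 0.128 under fry, and p = 0.0538 and p = 0.222 under camera with an estimated correlation.

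In the androstenone treatment group, libraries 1 and 2 and libraries 3 and 4 lay at distances of 61.1 and 65.6 on log2 CPM, with at least 139 across these pairs. A hypothesis is that each pair is 2 libraries from 1 sow. In the control group no pairing stood apart, so that this cannot be told apart from pairs that are alike in dissection.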
